# Subcellular RNA Sequencing Reveals Broad Presence of Cytoplasmic Intron-Sequence Retaining Transcripts in Mouse and Rat Neurons

**DOI:** 10.1371/journal.pone.0076194

**Published:** 2013-10-03

**Authors:** Mugdha Khaladkar, Peter T. Buckley, Miler T. Lee, Chantal Francis, Mitra M. Eghbal, Tina Chuong, Sangita Suresh, Bernhard Kuhn, James Eberwine, Junhyong Kim

## Abstract

Recent findings have revealed the complexity of the transcriptional landscape in mammalian cells. One recently described class of novel transcripts are the Cytoplasmic Intron-sequence Retaining Transcripts (CIRTs), hypothesized to confer post-transcriptional regulatory function. For instance, the neuronal CIRT KCNMA1i16 contributes to the firing properties of hippocampal neurons. Intronic sub-sequence retention within IL1-β mRNA in anucleate platelets has been implicated in activity-dependent splicing and translation. In a recent study, we showed CIRTs harbor functional SINE ID elements which are hypothesized to mediate dendritic localization in neurons. Based on these studies and others, we hypothesized that CIRTs may be present in a broad set of transcripts and comprise novel signals for post-transcriptional regulation. We carried out a transcriptome-wide survey of CIRTs by sequencing micro-dissected subcellular RNA fractions. We sequenced two batches of 150-300 individually dissected dendrites from primary cultures of hippocampal neurons in rat and three batches from mouse hippocampal neurons. After statistical processing to minimize artifacts, we found a broad prevalence of CIRTs in the neurons in both species (44-60% of the expressed transcripts). The sequence patterns, including stereotypical length, biased inclusion of specific introns, and intron-intron junctions, suggested CIRT-specific nuclear processing. Our analysis also suggested that these cytoplasmic intron-sequence retaining transcripts may serve as a primary transcript for ncRNAs. Our results show that retaining intronic sequences is not isolated to a few loci but may be a genome-wide phenomenon for embedding functional signals within certain mRNA. The results hypothesize a novel source of cis-sequences for post-transcriptional regulation. Our results hypothesize two potentially novel splicing pathways: one, within the nucleus for CIRT biogenesis; and another, within the cytoplasm for removing CIRT sequences before translation. We also speculate that release of CIRT sequences prior to translation may form RNA-based signals within the cell potentially comprising a novel class of signaling pathways.

## Introduction

Recently, several studies have revealed a new dimension to the diversity of transcripts [1], for instance thousands of circular RNAs many of which reside within introns as reported in [2] and the extensive presence of chimeric transcripts with coordinated expression of connected genes [3]. Many researchers have historically reported findings of intronic sub-sequences in expressed transcripts [4,5]. These “retained intronic” sub-sequences have been previously attributed to cryptic exons or mis-splicing events [6-9]. But, more recently, several papers have suggested that ***non-coding*** retained intronic sub-sequences may play a specific functional role in post-transcriptional regulation. Post-transcriptional regulatory function arises through the retention of specific intronic, nonprotein-coding sequences within the cytoplasmic mRNA. We call such sequences Cytoplasmic Intron-sequence Retaining Transcripts (CIRTs). For instance, the neuronal CIRT KCNMA1i16 contributes to the firing properties of hippocampal neurons and proper channel protein localization to dendrites [10]. Intron sub-sequence retention within IL1-β mRNA in anucleate platelets has been implicated in governing activity-dependent splicing and translation upon cell activation [11]. A retained intronic region in Tap mRNA contains a transport element that drives nuclear export in human 293T cells, facilitating expression of an alternate Tap protein product [12]. In a recent study, a set of 33 candidate genes with mRNA previously found to localize in dendrites of rat were shown to contain many CIRTs that also harbor functional SINE ID elements which are hypothesized to mediate dendritic localization in neuronal transcripts [13]. These studies raises the question of how extensive is the intron-sequence presence in the transcriptomes of mammalian cells.

Here we performed a transcriptome-wide survey for intronic sequence retention using subcellular RNA sequencing of dissected neurites from rat and mouse hippocampal neurons. Neurons are highly polarized cells with spatially distinct dendrites and axons that allow mechanical isolation of cytoplasmic RNA through microdissection. Strictly speaking, our subcellular dissections do not distinguish dendrites and axons but in these neurons the axonal compartment is less than 5% of the volume of dendritic compartments; therefore, we will call our samples dendritic samples from hereon. In addition to cytoplasmic RNA from dendrites, for contrast we also carried out single cell RNA sequencing of individual cell somas, which also contains some heterogeneous nuclear RNA (hnRNA). These datasets were augmented by single cell sequencing from mouse Brown adipose tissue (BAT) [14] and mouse cardiomyocytes (see Methods). After having filtered for other possible origins for these intronic reads in RNA-seq data we found evidence for CIRT variants in 44% of rat dendritic genes and in 59% of mouse dendritic genes. In addition, we found evidence for CIRTs in ~28% of genes in rat neuronal soma samples and ~59% of genes in mouse neuronal soma samples. By clustering the sequence reads mapping to each intron we found that the average length of the retained intronic region was ~ 360 bp in the rat dendrites and ~353 bp in mouse dendrites. In addition, we also report here evidence for several novel intron-intron junctions. Single cell samples from BAT and cardiomyocytes also revealed high level of intronic sequences in their single cell transcriptome (~61% of genes in BAT cells and ~49% in cardiomyocytes). Our findings of widespread prevalence of CIRTs in all of the cell types investigated further emphasizes the hitherto unknown transcript diversity. 

## Results

### Widespread evidence of CIRTs within dendritic mRNAs of rodent neurons

We performed a comprehensive transcriptome wide survey of the prevalence of CIRTs in rat and mouse dendritic population. Two batches of dendritic mRNA from primary rat hippocampal neurons and three batches of dendritic mRNA from primary mouse hippocampal neurons, each consisting of 150–300 individually dissected dendrites were independently aRNA amplified [15] and subjected to Illumina NextGen sequencing. 

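Dendrites were cut by hand from primary hippocampal neurons, and their RNA was copied by aRNA amplification, in which a poly(T) primer carrying a T7 promoter starts a linear transcription of the RNA. The authors provide 1 list of intronic contigs for each species, in which the libraries are pooled, 3 for mouse and 2 for rat. Values per library could therefore not be computed, and no error between libraries is given for the lists. Each contig carries its RefSeq transcript, the number of the intron, its position and a read count without normalization. The read count belongs to the intron and is repeated on each of its contigs, since all 3904 mouse introns and all 767 rat introns with several contigs carry a single value. It was taken once per intron. Table S6 of the paper lists between 19822268 and 20579609 reads for the mouse libraries and between 25740821 and 28018903 for the rat libraries. Mouse positions are on NCBIM37 (mm9) and are given counting from 1. Confidence intervals of shares are 95% Wilson intervals, and those of means are normal intervals over contigs. All of them cover counting error only, since PCR reads, introns and contigs are not independent replicates.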

Of the reads mapping to intronic regions, only the uniquely mappable reads by paired-end Bowtie alignment [16] were counted. Mechanically dissected dendrites are expected to contain only non-nuclear RNA (see 13). However, to overcome the potential issue of nuclear hnRNA contamination as well as the presence of cryptic transcriptional units (e.g., cryptic exons, anti-sense RNA, etc), we carried out computational filtering to obtain the most probable set of cytoplasmic intron sequences. 

First, each intron with putative cytoplasmically retained sequence was also filtered for overlap with predicted genes using the tools GENSCAN [17] and TWINSCAN [18] to minimize any other possible cryptic translated sequences. Second, we also screened the introns with retained sequence for the presence of intronic poly(A)-sites by using the PolyA_DB2 database which reports poly(A) sites obtained using alignments between cDNA/ESTs and genome sequences [19], and removed those that contained a poly(A) site. Third, we examined the remaining reads for pattern of sequence-read coverage and found no significant enrichment in intergenic reads (Binomial proportion test P-value < 0.01 for enrichment in intronic reads as compared to intergenic and P-value < 2e-16 for enrichment in exonic reads as compared to intergenic reads, also see 13), nor did we find any systematic pattern of directional bias in intron presence or absence across all genes that might occur with partial products of nuclear splicing. Forth, we analyzed the possibility that independently transcribed ncRNAs may be present within the introns that give rise to the CIRTs. *Guttman et al* [20] reported large noncoding RNAs in mouse ESC, NPC and MLF. Here we compared the genomic coordinates of the noncoding RNAs found by the study to the genomic coordinates of the retained intronic contigs, and to be conservative even a single base overlap between the two coordinates was considered to be a potential ncRNA. Only 30 of the 30,124 introns with retained sequence from mouse samples overlapped with the putative ncRNAs identified by this study. We also analyzed all RNA families and RNA genes from mouse and rat that have been annotated in Rfam [21] for overlap with the introns with retained sequence. Less than 2% of the retained introns in mouse and rat samples overlapped with Rfam annotated RNA families and RNA genes. Fifth, another possible origin of the CIRTs is from non-specific anti-sense transcription [22]. Since the RNA-seq protocol that we followed is not strand specific, it is difficult to completely rule out the possibility of antisense transcription resulting in these intronic reads. However, to get a lower limit on the prevalence of antisense transcription in the regions overlapping with the retained introns that we have reported here, we made use of the multi-exonic antisense transcripts from mouse embryonic stem cells (ESC), neural progenitor cells (NPC) and mouse lung fibroblasts (MLF) reported by a recent study that carried out *ab inito* reconstruction of these transcriptomes [20]. We found that <5% of the retained introns from mouse samples have at least a partial overlap with these antisense transcripts. Thus, although we cannot completely rule out all instances of antisense transcription, this comparison suggests that a majority of the retained introns are not likely to be a result of antisense transcription. Finally, a small fraction of the reads mapped to the exon-intron junctions and were the only reads that mapped to the particular intron. It is possible that these reads represent an extension of the exonic sequence and correspond to un-annotated alternate exon start or end sites. Hence, we also excluded these introns from all further analysis. 

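The list for mouse dendrites held 26445 contigs in 19477 introns of 8953 RefSeq transcripts, which join into 8607 genes. The list for rat dendrites held 8459 contigs in 7426 introns of 4499 transcripts, or 4485 genes. The lists hold only genes with intronic reads, so the total numbers of genes, 14478 for mouse and 10104 for rat, were taken from the paper's Table 1. Of these totals, 59.4% of the mouse genes (interval 58.6 to 60.2) and 44.4% of the rat genes (interval 43.4 to 45.4) had a listed contig. With contigs of at most 400 nt, the limit used for whole cells, the shares were 52.2% in mouse and 35.4% in rat dendrites.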

After processing through these steps to minimize other origins of intronic sequences in the mRNA sequences, we found ~44% rat genes and ~59% of the mouse genes in dendritic samples showing intron sequence read evidence consistent with the hypothesis of CIRTs (Table 1, Binomial test p-value < 2.2e-16). For these genes, the read density in the exonic region is poorly correlated with the read density of the intronic region (r = 0.01, P-value = 0.2, Sample size = 4485) which suggests that the CIRTs are one of the isoforms of the gene. The median read density in the intronic regions of these genes, albeit not uniform within any given intron, was 3 reads per 50 bp for rat dendrites and 7 reads per 50 bp for mouse dendrites while the maximum read density was 950 reads per 50 bp for rat dendrites and 2350 reads per 50 bp for mouse dendrites. 

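Read density was computed for introns with a single contig as the reads of the intron per 50 nt of contig. The median was 2.32 reads per 50 nt in rat dendrites (bootstrap interval 2.17 to 2.47, 6659 introns) and 2.78 in mouse dendrites (interval 2.68 to 2.89, 15573 introns). The maximum was 1453 reads per 50 nt in rat dendrites, in intron 4 of Ssbp1, and 1955 in mouse dendrites, in intron 3 of Zbtb49. The alternative of counting all contigs of an intron together gave medians of 2.53 in rat and 3.32 in mouse dendrites. The introns with the most reads in mouse dendrites were intron 3 of Zbtb49 (NM_029162, chromosome 5, 38603484 to 38604453, 37928 reads), intron 8 of Haus6 (NM_173400, chromosome 4, 86241924 to 86243047, 22090 reads) and intron 3 of Alkbh8 (NM_026303, chromosome 9, 3343253 to 3343782, 15615 reads). The contig in Zbtb49 touches an exon of an annotated transcript. In rat dendrites they were intron 17 of RGD1311678 (71641 reads), intron 4 of Sipa1l3 (25042 reads) and intron 18 of Arhgef7 (14574 reads).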

We also identified a set of transcripts in dendritic samples of rat and mouse wherein the sequence evidence comes only from within the intronic regions of a gene model (7-14%) (Table 1). For these transcripts the median read density was 1 read per 50 bp for rat dendrites and 4 reads per 50 bp for mouse dendrites and the maximum was 290 reads per 50 bp for rat dendrites and 950 reads per 50 bp for mouse dendrites. We analyzed the mRNA half life for these mouse transcripts to see whether they have a lower half life than the rest of the transcripts which may explain the lack of exonic reads; the intronic reads may correspond to those transcripts that exist for a longer duration. We used a published database of mRNA decay rates in pluripotent and differentiating mouse embryonic stem cells [23] and did not find any difference in the decay rates of the intron-only transcripts as compared to the transcript with both exonic and intronic reads. We have reported previously [13,24] that considerable biological transcriptome variation exists at the single cell level. Thus, we expected a distinct set of CIRTs for different samples. For the biological replicates, the overlap in the identity of the genes that gave rise to CIRTs was ~33% on average. For these shared genes the overlap in the retained introns was ~ 23% on average. A small fraction of the genes give rise to potential CIRT evidence with the same intron for all sequenced samples (648 genes (7%) for mouse dendrites and 687 genes (15%) for rat dendrites), which we consider to be the most confident CIRT set (Table 1). We analyzed the fraction of transcript models showing intron sequence read evidence consistent with the hypothesis of CIRTs in the sequenced dataset as a function of expression levels. 

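With a rising minimum of reads in at least 1 intron, the number of mouse dendrite genes in the list fell from 7683 at 4 reads to 6223 at 16 reads and 4376 at 64 reads. In rat dendrites the numbers of genes were 3749, 2674 and 1673 at the same minimums.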

The fraction of transcript models with potential CIRT evidence drops roughly linearly as a function of log expression (Figure S1 in File S1). A cutoff of 32 reads from at least one of the retained introns in any transcript resulted in ~21% of the rat genes and ~37% of mouse genes from dendritic samples showing evidence of CIRTs. 

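At least 32 reads in 1 intron were found for 5375 mouse genes, 37.1% of the total (interval 36.3 to 37.9), and for 2179 rat genes, 21.6% (interval 20.8 to 22.4).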

Even with a very high cutoff of 256 reads ~7% of rat genes and ~14% of mouse genes from dendritic samples showed evidence of CIRTs. Hence we conclude that CIRTs are a widespread presence in the neuronal dendritic population.

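At a minimum of 256 reads, 14.0% of mouse genes (interval 13.4 to 14.5) and 7.00% of rat genes (interval 6.52 to 7.51) remained in the dendrite lists. From the shares that remain at high read numbers, the paper concludes that CIRTs are widespread in dendrites.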

**Table 1:** Prevalence of CIRTs in dendritic and soma mRNAs from rat and mouse hippocampus. neurons.

**Sample**	**Total Genes**	**Genes with exonic reads**	**Genes with exonic and intronic reads**	**Genes with only intronic reads**	**Total Genes with intronic reads**	**Genes with a given intron retained in all samples**
**Mouse/Dendrite**	14,478	12,344	6,473 (52.4%)	2,134 (14.7%)	8,607 (59.4%)	648 (7.5%)
**Rat/Dendrite**	10,104	9,308	3,689	796	4,485	687
			(39.6%)	(7.8%)	(44.4%)	(15.3%)
**Rat/Soma**	8,750	8,308	2,079	442	2,521	110
			(25%)	(5.1%)	(28.8%)	(4.4%)
**Mouse/Soma**	12,200	11,255	3,990	945	4,935	115
			(35.4%)	(7.7%)	(40.4%)	(2.3%)

### Cytoplasmic retention of intronic regions is limited to a small fraction of introns within the gene and sequence evidence arises from a short region within these introns

To estimate the length frame of the retained intronic sequence, we clustered the reads that were separated by no more than 500 bp to form contiguous regions, which we call contigs (Experimental Procedures). We chose to have this larger distance threshold in order to account for the reads arising from repetitive sequences that tend to be enriched in intronic regions and may not be uniquely mappable and also to be conservative in the number of independent putative CIRTs. This distance is also roughly equal to two back-to-back paired-end reads. 

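Intron numbers and lengths of each mouse transcript were taken from the GENCODE annotation of NCBIM37. Of the transcripts in the mouse dendrite list, 8820 (98.5%) could be matched to it, and these have 121923 introns. Of those introns, 19163 held a contig, which is 15.7% (interval 15.5 to 15.9). In 4414 of the transcripts 1 intron was retained. The share was 13.5% with contigs of at most 400 nt. The rat introns without reads were not analysed here.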

Of all the possible introns within the genes expressed, we found that cytoplasmic retention occurs in only a small fraction of the introns (13-16%) (Table 2) in rat as well as in mouse dendritic samples. The average fraction of retained introns per gene amongst all introns of that gene was 1. The fraction of retained introns per gene showed very low correlation with read depths (rank correlation r=0.03, p-value = 0.009; significant but small effect size, n = 4485) suggesting that the detection of a restricted subset of possible introns is not due to lack of read coverage (Figure S2 in File S1). Thus, the putative cytoplasmically retained intronic reads arise from a specific subset of introns rather than through random retention of intronic sequences. A large fraction of these introns gave rise to a single contig; on average 86% of all retained intronic sequences are within a single contig. 

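A single contig was found in 80.0% of the retained introns of mouse dendrites (interval 79.4 to 80.5) and in 89.7% of those of rat dendrites (interval 89.0 to 90.3). Joining the contigs of an intron that lie within 2000 nt of each other raised the share most, to 86.1% in mouse and 93.4% in rat dendrites.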

Since the mRNA amplification protocol recognizes the poly-A tail for amplification [25], there is a possibility for a bias towards 3’-most introns in the detection of intronic retention. We analyzed whether the set of retained introns occurs primarily from the 3’ half of the transcript. 

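The position of each retained intron in its transcript was computed for mouse dendrites from 7646 transcripts with at least 5 introns, with the middle intron of an odd number counted to the 5′ side. Of 17740 retained introns, 10300 lay on the 5′ side, which is 58.1% (interval 57.3 to 58.8). The same count over all introns of these transcripts is 52.0%, an excess of 6.03 percentage points (binomial test, two-sided, p = 1.78e-58). With the middle introns counted to the 3′ side, the share was 54.0%, an excess of 6.02 points over its own reference. Positions of rat introns were not analysed here.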

The results showed a moderate significant difference of ~7% in the proportion of retained intronic sequences in the 5’ half and 3’ half of all the genes with >= 5 introns combined (Table S1 in File S1), but reversed in direction between mouse and rats, indicating the difference is not likely due to the amplification protocol which is the same for both species. There was no pattern of 5’ or 3’ bias of introns in the CIRTs and the frequency of CIRTs was uniform as a function of 5’ to 3’ introns of a gene model (Figure 1). 

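In mouse transcripts with 8 introns, the share of introns retained in dendrites was 21.9%, 27.0%, 24.8%, 24.8%, 19.1%, 21.5%, 16.0% and 14.5% from the first to the last intron. The fall toward the 3′ end was not seen at every number of introns. With 3 introns the shares were 33.3%, 41.7% and 42.2%, and with 5 introns 26.4%, 28.6%, 29.2%, 26.6% and 28.5%. The first and last introns had 28.3% and 34.1% with 4 introns, 19.5% and 19.7% with 6, and 21.0% and 18.5% with 7. By intron length, retention rose from 1.81% of the introns of 100 to 300 nt to 14.6% of those of 1000 to 3000 nt and 35.7% of those of 10000 to 30000 nt, and was lower again in longer ones, with 31.0% of those up to 100000 nt and 15.3% of those above.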

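Tracts of at least 10 adenines on the strand of the gene were counted in the genome sequence of the mouse introns. They were present in 47.2% of the retained introns of mouse dendrites (9051 introns, interval 46.5 to 47.9) and in 20.4% of the other introns of the same transcripts. Retained introns had a mean length of 8920 nt and the others of 4815 nt. At a minimum of 6 adenines the shares were 84.7% and 52.1%.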

We also found that ~47% of all retained introns contained an internal pA tract of length >= 10 bp (Table S2 in File S1). It is likely that these pA tracts are used during mRNA amplification and thus they allow us to sample intronic sequences distal from the poly-A end of a transcript. 

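For each mouse dendrite contig, tracts of at least 10 adenines were searched in the 300 nt downstream of the contig, and the same was done at random positions in the same intron (1000 draws). A tract was found downstream of 7.55% of the contigs (interval 7.24 to 7.88) against 3.79% of the random positions (p = 0.001 by permutation of the contigs' positions, the smallest the draws can give). Upstream of the contigs a tract of adenines was found for 2.75%, below the 3.55% of random positions. Tracts of thymines showed the mirror image, with 11.8% of the contigs having one upstream against 5.87% of random positions, and 4.27% having one downstream against 5.55%.

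**Figure D1:**
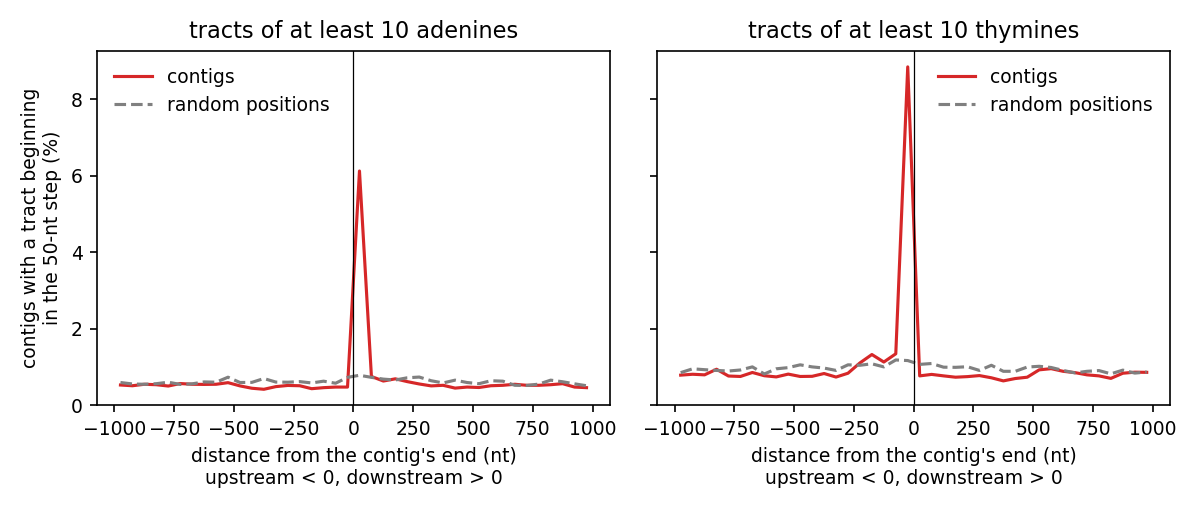
Share of mouse dendrite contigs (solid) and of random positions in the same introns (dashed), in percent, with a tract of at least 10 adenines (left) or thymines (right) beginning in each 50-nt step from the contig's end, with upstream distances negative. In the step next to the contig, the share reaches 6.12% for adenines downstream and 8.84% for thymines upstream.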

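The sequences of 26427 mouse dendrite contigs were translated in all 6 frames. Counting as a frame any stretch of codons without a stop codon, the longest one was under 60 amino acids in 46.9% of the contigs (interval 46.3 to 47.5), with a median of 61. Counting only stretches from an ATG to a stop codon, the share was 87.1% and the median 32 amino acids. Neither definition was set before the data were examined, and the second was added after the first value was seen.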

We scanned these contigs for the maximal open reading frame (ORF) length in all six frames (three in the sense and three in the antisense orientation) and found a large majority of the contigs (>75%) to have an ORF length of less than 60 amino acids. Also, >80% of the retained intronic contigs have at least one stop codon in all six frames in the sense and antisense orientation. Therefore, the possibility that these contigs code for proteins is unlikely. These contigs do not appear to have a preference for a specific region of the intron. 

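A stop codon in every frame was found in 86.4% of the mouse dendrite contigs (interval 86.0 to 86.8). The share was 98.8% in contigs of at least 300 nt and 78.3% in shorter ones.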

We divided the intron into three equal parts and computed the fraction of contigs falling within each part. 

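Mouse dendrite contigs were assigned by their midpoint to the first, middle or last of 3 equal parts of the intron. Of 25995 contigs, 33.1% lay in the first part (interval 32.6 to 33.7), 34.5% in the middle part and 32.3% in the last. Contigs placed at random in the same introns would lie in these parts in 30.7%, 38.6% and 30.7% of cases. Both outer parts thus held more contigs, and the middle part fewer, than random placement gives. Without contigs near an intron end, the 3 parts held 31.9%, 37.6% and 30.4%, against 31.6%, 36.7% and 31.7% at random. The first part exceeded the last by 0.816 percentage points (exact binomial test, two-sided, p = 0.106), which is within counting error. The difference was -0.908 points in introns up to 5000 nt (exact binomial test, p = 0.220), 1.91 points in introns of 5000 to 20000 nt (exact binomial test, p = 0.0342) and 2.71 points in longer introns (exact binomial test, p = 0.0116). Taking the contig's start in place of its midpoint gave 39.8% in the first and 27.4% in the last part, against 38.7% and 25.9% for random placement.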

The fraction of contigs lying in the beginning one-third of the intron appears to be higher for intron sizes upto 20,000 nt but the trend is largely random beyond that (Figure S3 in File S1). Also, ~30% of the retained intronic contigs show evidence for intron-exon junction reads at one of its ends. This suggests that at least some of these retained intronic contigs are in-frame retained with other exons and part of the spliced mRNA.

**Table 2:** Fraction of introns that are retained in CIRTs.

**Sample**	**# Introns in transcripts with intronic retention**	**# Retained introns **	**# Retained introns shared by all biological replicates**	**#Contigs in the retained introns**
**Mouse/Dendrite**	117,236	19,477 (16.6%)	773	26,445
**Rat/Dendrite**	56,932	7,426 (13.1%)	815	8,459
**Rat/Soma**	34,186	3,499 (10.2%)	119	3,784
**Mouse/Soma**	73,598	7,660 (10.4%)	122	8,691

**Figure 1:**
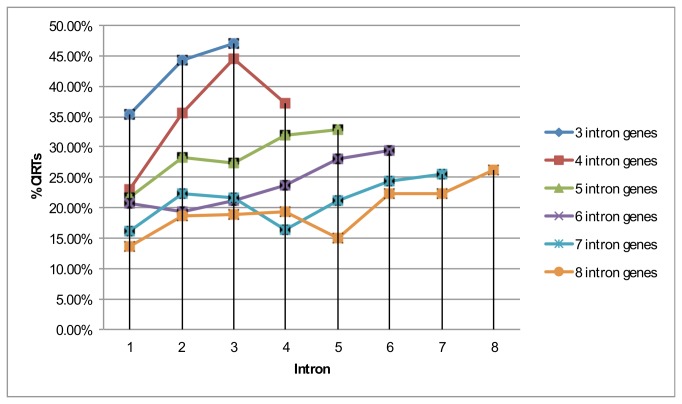
Frequency of CIRTs as a function of 5’ to 3’ intron positions of the gene model.

The retained intronic contigs in rat dendritic samples had a mean length of 363 nt while in mouse dendritic samples the mean length was ~353 nt (Figure 2). 

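The mean contig length was 363 nt in rat dendrites (interval 357 to 368, SD 257 over contigs) and 352 nt in mouse dendrites (interval 349 to 355, SD 243). The medians were 278 and 256 nt. Restricting the lists to introns with at least 32 reads moved the means most among the read minimums, to 486 nt in rat and 422 nt in mouse. Across introns with a single contig, contig length rose with the number of reads, with Spearman's rho of 0.580 in rat and 0.629 in mouse (permutation tests, two-sided, p = 1e-05, the smallest they can give, and 1e-05 after Benjamini-Hochberg adjustment over the 6 lists). Introns are not independent replicates.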

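In the mouse annotation, the introns of the transcripts in the dendrite list had a mean length of 5460 nt and a median of 1672 nt. The contigs covered on average 14.2% of a retained intron, with a median of 8.41%.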

The mean intron length in rat and mouse is ~4800 nt and ~5000 nt respectively. Thus we observe that on average a short segment of the introns is cytoplasmically retained. 

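The lengths were compared with an exponential distribution of the same mean by the Kolmogorov-Smirnov distance, with the p taken from 1000 samples drawn from the fitted exponential. The distance was 0.313 in mouse and 0.219 in rat dendrites (p = 0.001 for each from the simulated samples, n = 26445 and 8459 contigs, the smallest the samples can give). Of the mouse contigs 3.66% were shorter than 100 nt, against 24.7% under the exponential, and of the rat contigs 8.54% against 24.1%. Starting the exponential at the shortest listed contig of 50 nt gave distances of 0.262 and 0.173. In mouse dendrite introns with 1 contig and 2 reads, the median contig was already 205 nt (10th to 90th percentile 153 to 236). In rat it was 217 nt (78 to 260). Paired-end reads thus rarely give short contigs even at 2 reads, so the distance cannot tell whether retained sequences start and end at random.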

The distribution for the contig lengths of dendritic CIRTs deviates from an exponential distribution that would be expected if the sequenced intervals were generated from uniformly chosen random breaks in the sequences, suggesting that the length of retained intronic sequences within CIRTs is not due to random starts and ends (Kolmogorov-Smirnov test P-value < 2.2e-16). 

**Figure 2:**
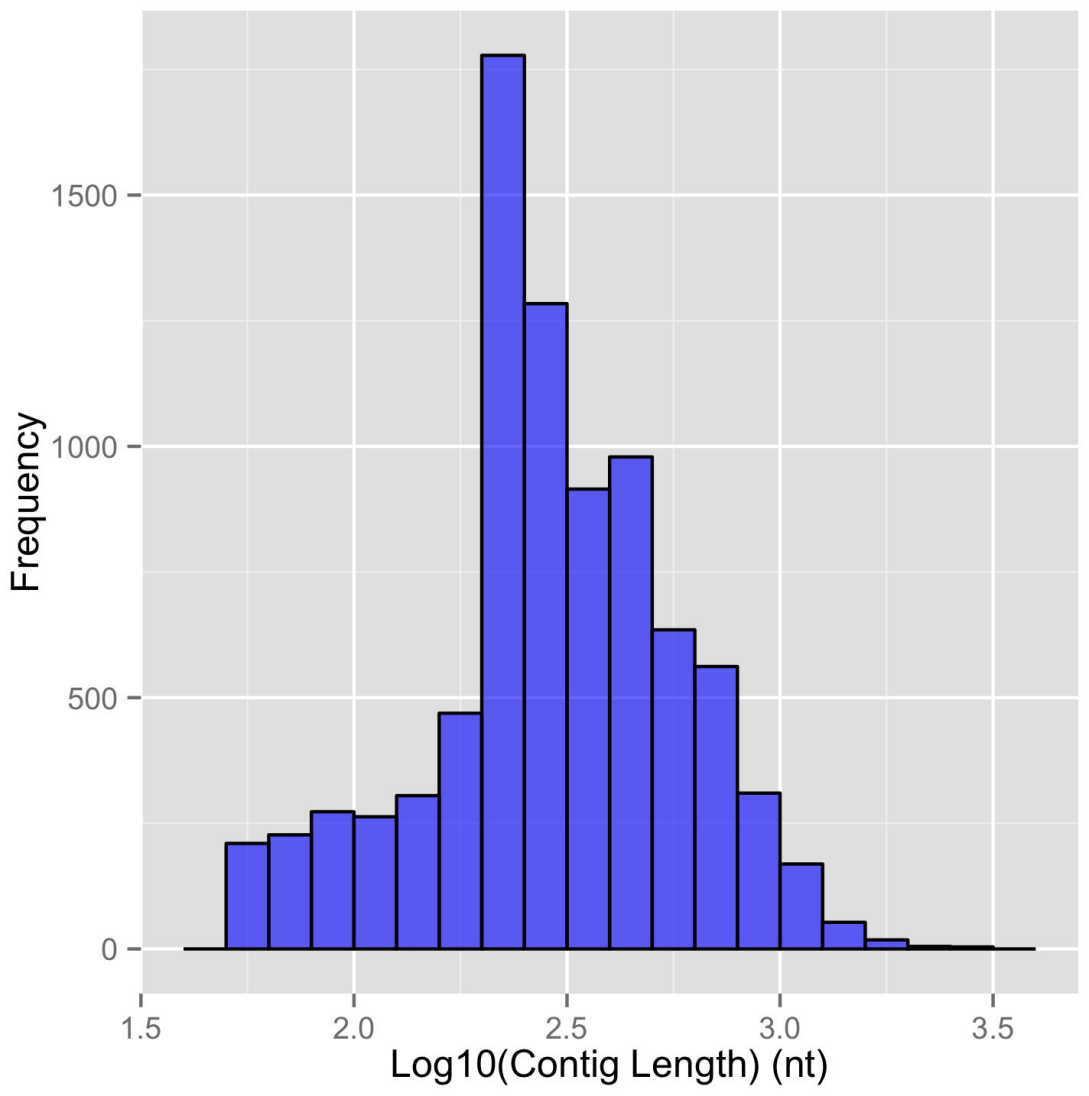
Length distribution for the intronic contigs in Rat dendrites.

The aRNA amplification protocol uses poly(T)-T7 primers which recognizes pA-tracts including those from intronic regions. To assess whether the contig length distribution is related to chance occurrence of pA tracts within introns, we first constructed contigs of pA tracts by clustering pA sequences at least 9 bp long and separated by less than 500 bp. Of all the introns with cytoplasmically retained sequence in rat dendritic samples, ~56% had at least one internal pA tract. For these introns, there appeared to be no correlation between the average pA tract contig length and the average intronic contig length (*r* = 0.001, P-value = 0.9, Sample size = 3947). Another factor that may affect the resulting length of the contigs is the multiple rounds of aRNA amplification steps in our protocol, which can cause a shortening of the transcripts due to random primer binding for second-strand synthesis in each subsequent cycle. However, in rat dendritic samples, about 3-5% of the contigs had much longer lengths in the range of 1000 bp to 5000 bp and even for these long contigs there was no correlation between the contig length and maximum pA tract contig length (*r* = -0.05, P-value = 0.5, Sample size = 124) and they arise in almost equal proportions from the 5’ and 3’ introns of the transcript. 

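In the rat dendrite list, 249 contigs had at least 1000 nt, which is 2.94% of the contigs, and the longest had 2817 nt.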

In sum, the specific characteristic length distribution and selectivity of introns with cytoplasmically retained sequence seem to display distinct signatures of specific processing for CIRT biogenesis independent of the aRNA procedure. 

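Contigs of the genes drawn in Figure S4 were looked up in the dendrite lists. Yrdc had contigs in introns 3 (89 reads) and 4 (21 reads) of NM_175604 in rat dendrites, and in intron 3 of NM_153566 in mouse dendrites (4 reads). Sfrs11 (NM_001035255) had contigs in intron 5 in rat dendrites (45 reads). Rps24 (NM_031112) had contigs of 436 and 345 nt in intron 4 (1044 reads) and 165 nt in intron 3 (6 reads).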

A visual representation for few randomly selected CIRTs has been created in UCSC Genome Browser and is provided in the supplementary (see Figure S4 in File S1).

We also carried out total RNA sequencing from rat hippocampal tissue using Illumina NextGen sequencing and analyzed this data for the presence of intronic contigs. Intronic reads in tissue sample can arise as a result of the presence of incompletely spliced nuclear mRNAs as well as putative CIRTs. A large fraction of introns (~85%) from the transcripts present in the tissue sample were found to give rise to intronic contigs. However, the contig lengths were significantly longer (mean length ~ 1500 bp). (Figure 3). We found ~93% of the putative CIRTs in the rat dendrites to also have intronic reads in the rat tissue sample. The contig length of intronic sequences was significantly smaller in the dendritic CIRT sample as compared to the tissue sample (Wilcoxon test P value < 2.2e-16). Figure 3 also shows two modes for the tissue intronic contig lengths, one at ~300 bp and another at ~1000bp, suggesting the presence of a distinct shorter class of intronic sequences that are similar in length to hypothesized CIRTs. To rule out the possibility that this shorter class of intronic contigs are an artifact of retrotransposons, we analyzed for overlap with repeat families using RepeatMasker annotation available from UCSC genome browser database and after filtering out all the contigs that overlapped with any of the repeats we still continued to observe this mode at ~300 bp (of the 12,859 contigs in the length range 200-300, 7,386 (57.4%) contigs did not overlap by even a single base with any repeat). The tissue transcripts with the shorter ~300 nt intronic contigs also exhibit some other properties of the CIRTs. Like the putative CIRTs, only a small fraction of all the introns present in the genes of these transcripts (~30%) gave rise to the intronic contigs less than 300 nt in length. This is a much reduced fraction of introns considering that overall ~85% of all introns in tissue sample contained intronic contigs. Furthermore, the transcripts that comprised of intronic contigs <= 300 nt also exhibited high selectivity in terms of the number of introns from the transcript that gave rise to the <=300 nt contig (median number of introns with <=300 nt contig = 2, standard deviation = 3). This selectivity among the introns with short contig lengths suggests that these subset of transcripts represent the CIRTs. The sequencing data from tissue level samples is consistent with the hypothesis that the short intronic contigs forming the CIRTs in our dendritic samples show statistical signatures of specific lengths and location within multiple introns of a given gene. 

**Figure 3:**
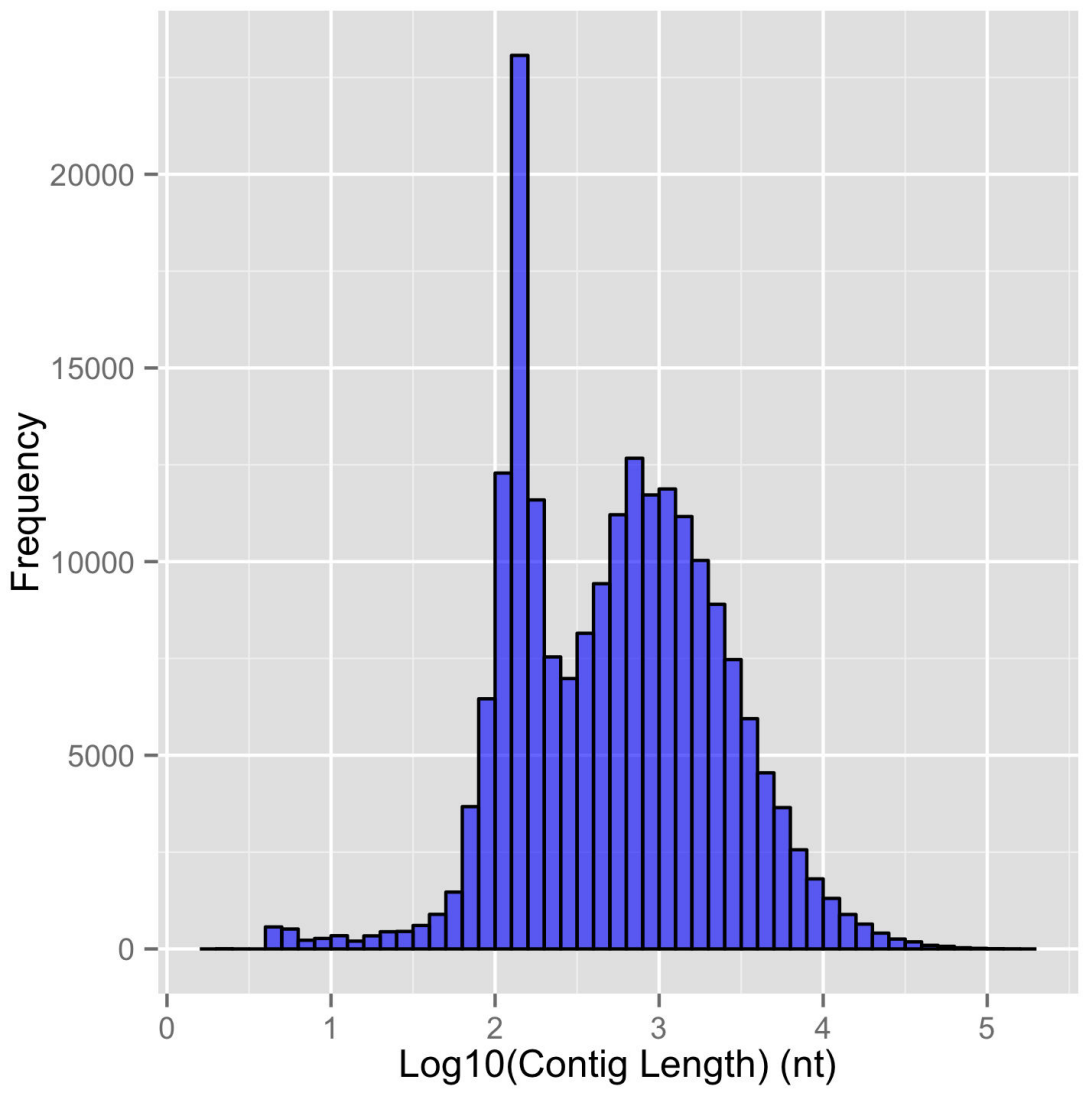
Contig length distribution for introns in total RNA from rat hippocampal tissue sample.

After having analyzed the properties of putative CIRTs from the carefully dissected dendrites that are free of nuclear hnRNA, we turned our attention to the whole single cell. Single cell transcriptomes are also expected to contain mostly cytoplasmic RNA (see 13) but since they do contain the nucleus we cannot completely rule out the presence of hnRNA. Following the pipeline outlined above we surveyed three individual single cell soma samples from rat hippocampal neurons and three individual single cell soma samples from mouse hippocampal neurons for CIRTs. 

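The somas are single cells whose content was collected from cultured hippocampal neurons and amplified as for the dendrites, and they include the nucleus. The authors' lists pool the 3 soma libraries of each species and hold all contigs, of which those of at most 400 nt were kept for the counts of genes and introns. Table S6 of the paper gives 14290083 to 21369359 reads for the mouse libraries and 26821217 to 28263573 for the rat libraries. The read counts are again raw counts per intron, with 1493 mouse and 521 rat introns holding several contigs.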

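Over all contigs, the mean length was 391 nt in mouse somas and 39.0 nt more than in mouse dendrites (interval 33.05 to 45.03). In rat somas it was 416 nt, 53.1 nt more than in rat dendrites (interval 43.1 to 63.1). The probability that a soma contig is longer than a dendrite contig was 0.537 in mouse and 0.534 in rat (Wilcoxon rank-sum test with 100000 permutations, two-sided, p = 1e-05, the smallest they can give). Contigs are not replicates, and the libraries could not be separated. Among contigs of at most 400 nt the difference was 0.619 nt in mouse and -2.50 nt in rat. Among introns with a single contig, the soma contigs were longer in introns with at least 32 reads, by 56.5 nt in mouse and 64.3 nt in rat. In mouse all 6 doublings of the read number from 32 reads upward were positive. In rat the first 4 of them were -20.6, -13.9, -14.4 and -6.24 nt, with intervals that include 0, the next was 59.4 nt (interval -7.45 to 126) and the highest was 122 nt, with 335 soma and 107 dendrite introns. In introns with 16 to 31 reads the difference was 9.39 nt in mouse and -47.6 nt in rat. Over all introns with a single contig and at least 2 reads, the difference was 24.8 nt in mouse and 43.2 nt in rat. Matching within doublings of the read number, a comparison chosen after the data were seen, gave 24.8 nt in mouse (interval 19.0 to 30.6) and 0.277 nt in rat (interval -10.2 to 10.8), where it averages doublings of opposite sign.

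**Figure D2:**
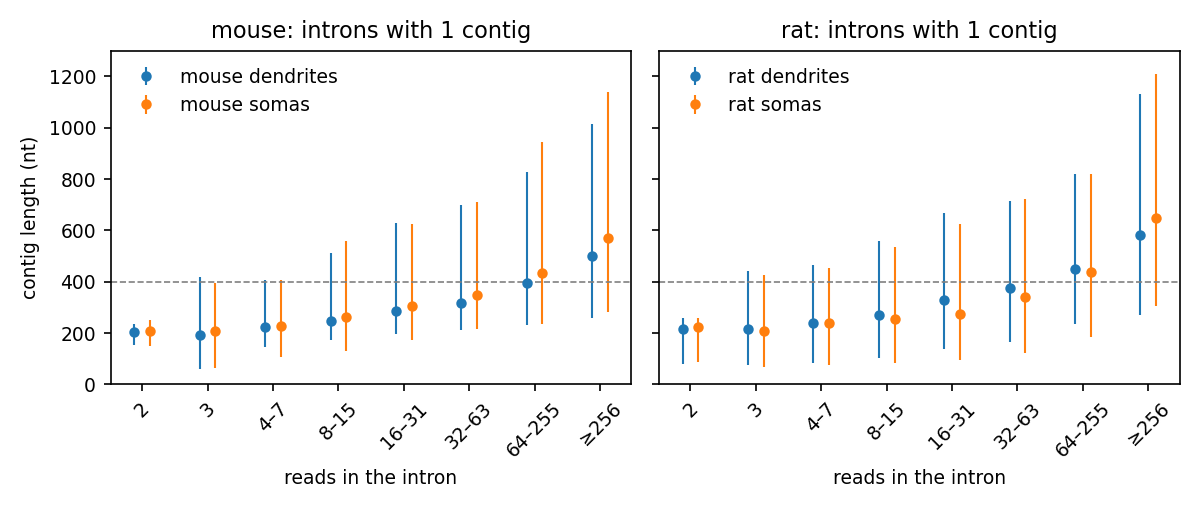
Contig length in nt (y axis) by the number of reads of the intron (x axis) for introns with 1 contig in dendrites and somas of mouse (left) and rat (right), with points at the median and lines from the 10th to the 90th percentile. The dashed line marks 400 nt.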

We observed that the intronic contigs in the rat and mouse soma samples were longer than the contigs in rat and mouse dendritic samples, respectively (mean length of ~412 nt in rat soma samples and 392 nt in mouse soma samples, Wilcoxon test P-value < 2.1e-13) suggestive of the effect of hnRNA. Thus, to be conservative, we decided to retain only the intronic contigs that had a length of <= 400 nt. This results in a reduction of about one-third in the number of intronic contigs and about one-forth reduction in the total number of genes with intronic contigs. 

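The limit of 400 nt removed 4224 contigs from the mouse soma list (32.7%) and 2312 from the rat soma list (37.9%). The number of genes in the lists became 4943 in mouse, a loss of 16.1%, and 2524 in rat, a loss of 25.6%. With contigs under 400 nt, an alternative added after the data were seen, the lists held 4935 genes, 7660 introns and 8691 contigs in mouse, and 2521 genes, 3499 introns and 3784 contigs in rat.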

We observed ~44% of rat genes and ~47% of the mouse genes in soma samples with evidence of CIRTs (Table 1). 

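With the limit, 40.5% of the mouse genes (interval 39.6 to 41.4, total of 12200 from the paper's Table 1) and 28.8% of the rat genes (interval 27.9 to 29.8, total of 8750) had a listed contig in somas. Without the limit the shares were 48.3% and 38.8%. Among introns with a contig within the limit, those with the most reads, counted over the whole intron with its longer contigs, were intron 5 of Gria4 (24913 reads), intron 13 of Plxdc2 (17484 reads) and intron 2 of Rims1 (14024 reads) in mouse somas, and intron 12 of Nell1 (18580 reads), intron 7 of Leng4 (10702 reads) and intron 2 of LOC679651 (10192 reads) in rat somas. From the longer contigs of somas, the paper proposes an effect of hnRNA and restricts the whole-cell lists to short contigs.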

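In the 4969 mouse soma transcripts that matched the annotation, 7536 of 74757 introns held a contig within the limit, which is 10.1% (interval 9.87 to 10.3).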

Similar to the dendritic samples, we found that cytoplasmic retention occurs in only a small fraction of the introns (12-16%) (Table 2) in rat as well as mouse soma samples. These contigs from soma samples were also assessed as unlikely to code for proteins as per the criteria we used above for testing the dendritic contigs for protein coding potential. For the rat as well as mouse soma samples the pair-wise overlap among the genes that resulted in CIRTs was ~18% on average. For these shared genes the pair-wise overlap among the retained introns in these different cells was on average ~27%. The pair-wise overlap of all retained introns amongst the different cells ranged between 6-8% with a small fraction of ~2% of the introns appearing in CIRTs in all the samples.

To test the idea that CIRTs are a specific subset of a given intron’s sequences, we looked for read evidence of novel intron-intron junctions within a given intron. That is, evidence of editing of an intron different from annotated splicing patterns. We used the RUM pipeline [26] which is able to align reads across splice junctions *de novo*. 

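The junctions were taken from the paper's Table S3, which in the copy analysed lists 1076 junctions for rat somas, 869 for rat dendrites and 1012 for mouse somas. The junctions of mouse dendrites were not analysed here, since that copy does not list all of them. Of the junctions analysed, 30.0% in rat somas (interval 27.4 to 32.8), 25.1% in rat dendrites (interval 22.3 to 28.1) and 24.2% in mouse somas (interval 21.7 to 26.9) lay in an intron with a listed contig of any length. With contigs of at most 400 nt for somas, a setting added after the data were seen, 118 of the junctions in rat somas (11.0%) and 111 of those in mouse somas (11.0%) did. Requiring a contig within 500 nt of the junction lowered the share in rat dendrites most, to 19.2%. A single read crossed 77.5% of the junctions in rat somas, 75.0% in rat dendrites and 79.5% in mouse somas.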

By considering only the high quality junctions reported by RUM which have known splice signals and are crossed by at least one uniquely mapping read with at least 8 bp on each side of the junctions, we found several novel intron-intron junctions with canonical or known non-canonical splice signals in the both rat and mouse dendritic as well as soma samples (Table 3) (Table S3). In order to rule out the possibility that these novel intron-intron junctions arise due to contamination, we performed a cross-species mapping using NCBI Blast and the reads corresponding to the intron-intron junctions did not map to any other species.

**Table 3:** Novel intron-intron junctions present in the rat and mouse dendritic and soma samples.

	**#intron-intron junctions**	**#ID elements in the intron-intron junctions**
**Rat Dendrite**	869	81 (55 jns.)
**Rat Soma**	1076	104 (57 jns.)
**Mouse Dendrite**	2499	78 (47 jns.)
**Mouse Soma**	1012	6 (6 jns.)

In order to validate the presence of these junctions we selected mRNA from rat hippocampus tissue and carried out PCR amplification and sequencing using primers designed for intronic region surrounding the intron-intron junctions (see Methods). Additionally we also analyzed the genomic DNA from rat hippocampus to verify whether the putative spliced intronic region is in fact present in the genome. The rat strain used for obtaining the mRNA and genomic DNA was Sprague-Dawley which is the same strain from which we got the dendritic samples. Even then there is a potential for copy number variations between individual animals that cannot be ruled out. Of all the novel intron-intron junctions in rat samples, we selected the junctions for experimental validation based on the following criteria: i) junctions for which there was evidence for sufficiently long cytoplasmic retained intronic sequence surrounding the junction with high complexity sequences for primer design, ii) above median expression of the transcript in rat hippocampus tissue, iii) length of the intron containing the junction is shorter than 20,000 bp, and iv) junctions with spliced out length of >= 100 bp. This left us with 78 putative rat intron-intron junctions of which we selected 7 junctions that were detected in either rat soma or dendrites (Table S4). 

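The 7 junctions of Table S4 were compared with the contig lists of rat. The junction in intron 8 of H13 (NM_001107789) was covered by a contig in dendrites (chromosome 3, 143043070 to 143043767, 2095 reads) and in somas (143042965 to 143043767, 2829 reads). That in intron 8 of Rbm5 (NM_001100548) was covered by a soma contig (chromosome 8, 113009827 to 113010668, 813 reads). Of the introns named for the other junctions, none had a listed contig. From the sequenced PCR products of these junctions, the paper proposes that CIRTs are produced by processing of introns in the nucleus.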

For two of the seven intron-intron junctions, the genomic DNA also showed a band corresponding to the spliced length which indicates that the observed splicing is likely due to SINE and other genomic insertions in the reference genome that are not present in the genome of the rat strain of our samples (Figure S5 in File S1, Lanes 2 and 3; Lanes 9 and 10). Initially, we observed unambiguous support for the intron-intron junction in only one of these junctions (Figure S5 in File S1, Lanes 16 and 17). For the remaining four junctions we did not find initial support for splicing (Figure S5 in File S1, Lanes 5 and 6; Lanes 12 and 13; Lanes 19 and 20; Lanes 23 and 24) which we hypothesized as likely due to the intron-intron junction being a minor variant form (File S1). In addition since we used tissue samples that contain a mixture of processed and unprocessed mRNAs the quantities may not have been sufficient for detection. For these junctions that could not be detected, we then designed primer pairs such that one primer spans the junction. Therefore, only the minor variant in the RNA pool that still contain the intron-intron junction may be specifically amplified. By doing so we found evidence for all four of the junctions which could not be validated previously (Figure S5 in File S1, Lanes 7, 14, 21 and 25 ). Thus five of the seven putative intron-intron junctions were secondarily validated as putative splice sites. Furthermore, all these PCR products have been sequence verified. Thus, presence of these intron-intron junctions supports the idea that CIRTs are the results of intron processing in the nucleus. 

Lastly, we also surveyed the EST database available on UCSC Genome Browser [27] to assess whether evidence of CIRTs previously existed in the EST libraries. We found that greater than 30% of the contigs in mouse dendrites as well as soma were completely contained within the EST sequences (Table 4). For rat dendritic and soma contigs this percentage was ~15-17% (Table 4). The smaller overlap for rats is most likely due to the less comprehensive EST data for the rat as compared to mouse. Thus, we believe that evidence for CIRTs existed in previous genomic data for expressed transcripts.

**Table 4:** Overlap between the retained intronic contigs and ESTs.

**Sample**	**# Contigs**	**# Contigs contained within ESTs**	**#ESTs within the contig**	**Partial overlap between contigs and ESTs**
**Mouse/Dendrite**	26,445	8,018 (30.3%)	72 (0.3%)	297 (1.1%)
**Rat/Dendrite**	8,459	1,343 (15.8%)	30 (0.3%)	125 (1.5%)
**Rat/Soma**	3,784	667 (17.6%)	2 (0.05%)	49 (1.3%)
**Mouse/Soma**	8,691	3,217 (37%)	8 (0.1%)	188 (2.2%)

### Non-neuronal cells also show evidence for CIRTs and suggests cell type specificity of CIRTs

Having observed a widespread presence of CIRTs in our neuronal samples, we were curious about their presence in other cells. To do so we analyzed some non-neuronal single cell datasets, namely five independently collected single cells from mouse brown adipose tissue (BAT) [14] and eight single cells from mouse cardiomyocytes (see Methods) using the same analysis pipeline for CIRTs. 

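Brown adipose tissue (BAT) cells and cardiomyocytes were collected as single mouse cells and amplified as for the neurons. The lists pool all cells of a type. The sample labels name 6 BAT cells and 9 cardiomyocytes, and which of them entered the lists is not known. Read totals of these libraries were not analysed here, so that their depth is unknown. Contigs of at most 400 nt were kept. The raw read count again holds for an intron, as for all 6677 introns with several contigs in BAT cells and all 1920 in cardiomyocytes.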

Since these samples are not mechanically isolated to be limited to the cytoplasmic fraction, we only retained the intronic contigs <= 400 nt to minimize any hnRNA contamination, as done above for soma samples. For these two cell types we also see a widespread prevalence of CIRTs (Figure S1 in File S1). In BAT cells we observed ~61% of the genes giving rise to CIRTs whereas in cardiomyocytes 49% of genes resulted in CIRTs. 

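The list for BAT cells held 27988 contigs within the limit in 21712 introns of 9435 transcripts, or 9128 genes. For cardiomyocytes it held 10252 contigs in 9024 introns of 5350 transcripts, or 5234 genes. Shares of all expressed genes were not computed, since a total was not at hand. Without the limit the lists held 10639 and 6409 transcripts. Among introns with a contig within the limit, those with the most reads, counted over the whole intron with its longer contigs, were intron 13 of Ptprr (98533 reads), intron 1 of Tmem170b (95000 reads) and intron 3 of Mettl9 (67352 reads) in BAT cells, and intron 1 of Dmd (163979 reads), intron 2 of Cacnb2 (108413 reads) and intron 4 of Nebl (80964 reads) in cardiomyocytes. A contig in the intron of Nebl touches an exon of an annotated transcript. From these lists the paper states that CIRTs are also widespread outside neurons.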

The pair-wise overlap among the genes that resulted in CIRTs between the five BAT single cells was ~23% on average. On average, when two BAT cells have retained intronic sequences in the same gene, in ~25% of the cases the retained sequence was from identical introns. Similarly, for the cardiomyocytes the pair-wise overlap among the genes that resulted in CIRTs between the eight single cells was ~22% on average. On average, when two cardiomyocyte cells have retained intronic sequences in the same gene, in ~29% of the cases the retained sequence was from identical introns. Thus here too we observe the cell to cell variability in the intronic reads similar to what we saw for the neuronal samples. 

For the whole single cell samples: mouse soma, BAT and cardiomyocyte samples, we found the average pair-wise overlap among the genes giving rise to CIRTs to be ~44%. 

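Shared genes were counted over the union of the genes of both lists, with the limit of 400 nt. The share was 39.4% for mouse somas and BAT cells (3978 genes), 36.1% for mouse somas and cardiomyocytes (2701 genes) and 42.9% for BAT cells and cardiomyocytes (4309 genes), on average 39.5%. Counting over the smaller list moved the average most, to 72.5%.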

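In genes that a pair of whole-cell lists shares, the introns common to both made up 20.2% of all retained introns of mouse somas and BAT cells, 19.5% for mouse somas and cardiomyocytes and 24.1% for BAT cells and cardiomyocytes, on average 21.3%. Counting instead the shared genes with a common intron gave an average of 59.5%. For transcripts matched to the annotation, the share was 20.9% for mouse somas and BAT cells, against 9.43% when introns were drawn with equal chance and 18.2% when they were drawn in proportion to their length (p = 0.001 for each by permutation of introns within transcripts, the smallest 1000 draws can give).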

On average, when two cells have retained intronic sequences in the same gene, in ~23% of the cases the retained sequence was from identical introns. A gene may show shared evidence of retained introns in various different cell types, but the particular retained introns may differ. For example, one such gene was the MLH3 gene which encodes the DNA mismatch repair protein Mlh3. This gene is associated with mammalian microsatellite instability [28]. This gene gave rise to CIRT with reads arising only from i10 (111 reads) in mouse soma, reads arising only from i8 (455 reads) in BAT cells, and reads arising only from i5 (277 reads) in cardiomyocyte cells. Such cases of CIRT switching between cell types are worth investigating further as it may indicate cell type dependent regulation of CIRT forms. 

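Mlh3 (NM_175337) lies on chromosome 12 of NCBIM37 and has 11 introns. In mouse somas, intron 10 (86578617 to 86581747) held a contig of 386 nt with 111 reads. Intron 2 (86602703 to 86607101) also held a contig, of 454 nt with 741 reads, which exceeds the limit of 400 nt. In BAT cells, intron 8 (86581934 to 86586712) held contigs of 254 and 887 nt and 455 reads, and the longer contig exceeds the limit. In mouse dendrites, contigs were listed in intron 2 (2 reads), intron 5 (11 reads) and intron 10 (2 reads). The cardiomyocyte list held no contig in Mlh3. The paper proposes that such cases may reflect regulation of CIRT forms by cell type.

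**Figure D3:**
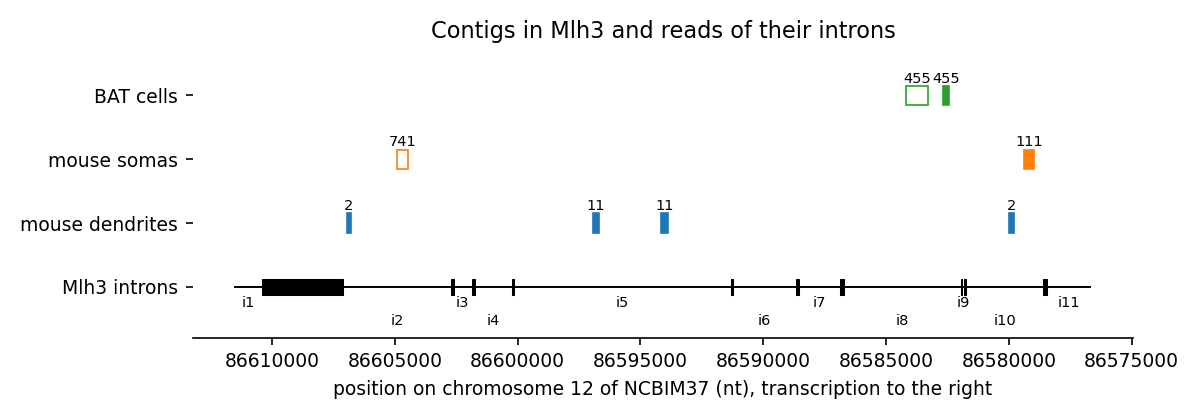
Map of Mlh3 with its introns i1 to i11 as lines and exons as blocks, and the contigs in mouse dendrites, mouse somas and BAT cells as boxes over their genomic position in nt (x axis), with the reads of the intron above each. Filled boxes are contigs of at most 400 nt and open boxes are longer ones.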

### Genes with high intronic expression are enriched for GO categories involved in neuronal development

Given the widespread prevalence of CIRTs as detected by our analysis we investigated the functionality of the genes giving rise to CIRTs. It is possible that for majority of genes with CIRTs, the CIRTs comprise a minor transcript form while majority of the transcripts do not contain CIRTs as shown in [29]. These minor form CIRT may play a critical role in subcellularly regulated function or cell type specific function. But for the purpose of this analysis, we concentrated on the class of CIRTs where we had evidence that CIRTs comprise the major or plural form of transcript. In the previous section, we showed that even at a high intronic expression threshold (>=256 reads) there were abundant number of CIRTs (Figure S1 in File S1). We found these genes with greater than 256 intronic reads from at least one intron have high ratio of intron/exon read density ratio. In rats, we observed a median intron/exon ratio of 0.8 in the 256+ read class versus 0.1 for all other CIRTs and in mice we observed a median intron/exon ratio of 2.3 versus 0.4 for all other CIRTs. Hence we focused on this set of genes to perform a GO analysis. For all GO enrichment analysis described below the background set was comprised of the genes expressed in the sample being investigated. 

 There were 707 genes in rat dendritic samples with intronic read count >= 256 from at least one retained intron. 

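With the reads of an intron counted once and without a limit on contig length, 707 rat dendrite genes (708 transcripts, 779 introns) had at least 256 reads in 1 intron. Of these, 275 transcripts had such an intron with a contig of at most 400 nt.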

We performed GO analysis on this set using DAVID Bioinformatics Resources 6.7 [30,31]. Among the GO terms that were significantly enriched, there were GO terms involved in important functionalities in the neuron such as neuron development, neuron projection development, cell projection organization and cellular component morphogenesis (P-value < 4.23E-05, Benjamini p-value < 0.006). The biological processes involved in protein localization were also significantly enriched (P-value < 1.08E-05, Benjamini p-value < 0.003). Included in the genes with enriched GO terms were several genes that have been implicated in neuronal diseases. For instance, it includes the Huntingtin gene which is especially interesting in context of neurodegenerative diseases. Atlastin-1 is involved in spastic paraplegia which is a cognitive and motor disease [32]. Reelin has been implicated in schizophrenia [33].  Ataxin-10 is involved in neurodegeneration and maybe associated with neurodegenerative diseases [34]. 

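In the rat dendrite list, the intron with the most reads of each of these genes was intron 28 of Htt (NM_024357, chromosome 14, 81556320 to 81556972, 2329 reads), intron 10 of Atl1 (NM_001009831, chromosome 6, 92068433 to 92069404, 711 reads), intron 4 of Reln (NM_080394, chromosome 4, 8374642 to 8374908, 2072 reads) and intron 9 of Atxn10 (NM_133313, chromosome 7, 123412686 to 123412976, 970 reads). Each of the 4 introns holds a single contig.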

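In mouse dendrites, 2021 genes (2049 transcripts, 2502 introns) had an intron with at least 256 reads. Of these, 1255 transcripts had such an intron with a contig of at most 400 nt.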

In mouse dendrite samples there were 2,021 genes >= 256 read counts from at least one intron. Here among the significantly enriched terms we found biological processes such as cell projection organization (P-value < 2.28E-04, Benjamini p-value < 0.02) and protein localization (P-value < 5.84E-05, Benjamini p-value <0.04). Similarly, we carried out GO analysis for genes with high intronic read count from BAT and cardiomyocyte single cells. 

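In BAT cells, 2346 genes (2387 transcripts) had an intron with at least 256 reads and a contig of at most 400 nt, with the reads of longer contigs of the same intron included. With contigs under 400 nt, added after the data were seen, 2341 genes did. Without the limit, 4203 transcripts had an intron with at least 256 reads.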

In BAT cells there were 2,341 genes having >= 256 reads from at least one intron. We found the GO term corresponding to biological adhesion and cell adhesion significantly enriched (P-value = 3.91E-07, Benjamini p-value = 0.001). 

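In cardiomyocytes, 1341 genes (1367 transcripts) had an intron with at least 256 reads and a contig of at most 400 nt, with the reads of longer contigs of the same intron included. With contigs under 400 nt, added after the data were seen, 1334 genes did. Without the limit, 2750 transcripts had an intron with at least 256 reads.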

In cardiomyocytes there are 1,326 genes with >= 256 reads from at least one intron. Here, we found the GO terms corresponding to heart development (P-value = 9.2E-05, Benjamini p-value = 0.02) and KEGG pathways corresponding to dilated cardiomyopathy (P-value = 8.08E-06,Benjamini p-value = 6.7E-04), arrhythmogenic right ventricular cardiomyopathy (P-value = 2.01E-05, Benjamini p-value = 0.001) and hypertrophic cardiomyopathy (P-value = 8.6E-05, Benjamini p-value = 0.003) significantly enriched. We emphasize that the background for these enrichment tests were the genes expressed in each cell type, thus, these results suggest that genes involved in neuronal function and heart function are especially prone to high degree of intron retention, above and beyond standard expression of their cell-specific transcriptome. Table S5 lists all of the enriched GO terms in all of the samples along with the genes involved.

### ncRNAs within CIRTs were predominantly involved in splicing

As reported in the above, as part of our filtering step we analyzed for overlap of CIRTs with ncRNAs. We found <2% of the retained introns in mouse and rat dendrite samples to have the Rfam [21] annotated RNA families and RNA genes embedded within them. Although, we did filter out these introns from our list of CIRTs, we were curious about which ncRNAs they contained. Interestingly, of the functional ncRNAs that we found to be embedded, ~30% (Chi-squared test p-value = 0.01) were members of small nuclear RNAs (snRNAs) that make up the major and minor spliceosome (U1, U2, U4, U5, U6, U11, U12, U6atac), and U7 snRNA which is involved in the splicing of metazoan histone pre-mRNAs [35,36]. It has been reported that the minor spliceosome snRNAs (U11, U12, U4atac, and U6atac; as well as U5 snRNA which is shared with the major spliceosome) are predominantly cytoplasmic in vertebrates and are responsible for the splicing of partially spliced pre-mRNAs containing minor-class introns that have been exported from the nucleus [37]. Curiously, also among these embedded ncRNAs was the 5S ribosomal RNA (5S rRNA) (comprising ~5% of all ncRNAs mapping to CIRTs) that makes up the large subunit of the ribosomal RNA. Another ncRNA that we found was the 7SK small nuclear RNA (snRNA) (comprising ~10% of all ncRNAs mapping to CIRTs) which has been shown to act as a negative regulator of the RNA polymerase II elongation factor P-TEFb [38]. In addition ~10% of all ncRNAs that mapped to CIRTs were miRNAs. To further analyze the possibility that functional ncRNAs may be co-transcribed as part of the CIRTs rather than an independent transcript, we looked for evidence such as intron-exon junction reads extending the intronic reads which may suggest that the ncRNAs are co-transcribed with the expressed genes and exported as CIRTs. We found 11 instances of rat intronic contigs and 7 instances of mouse intronic contigs with evidence for intron-exon junction reads and the intronic contig overlapping with functional ncRNAs. Ten of these 11 rat contigs overlapped the small nucleolar RNAs (snoRNAs) [39] and one overlapped with the 7SK snRNA. Five of the 7 mouse contigs overlapped with the snoRNAs as well and the other two overlapped U1 and U4 snRNAs.

## Discussion

In this paper, we use RNA sequencing data from micro-dissected cytoplasmic compartments to show evidence supporting genome-wide prevalence of cytoplasmic intron-sequence retaining transcripts (CIRTs). Surprisingly, up to 59% of expressed genes in rodent neurons showed evidence of sequence reads from intronic sequences. Similar proportions were also seen in mouse Brown Adipose Tissue (BAT) cells and mouse cardiomyocytes. Support for this genome-wide presence of CIRTs come from several sources. First, our RNA populations for the neuronal cells were derived from carefully dissected non-nuclear dendritic segments with little potential for contamination from hnRNA. This fact was supported also by distinct distribution of intronic RNA sequences in contrast to the distributions seen from single cell soma sequencing and whole tissue sequencing. Second, we used multiple computational filters to remove potential effects of cryptic exons, ncRNA, etc. Third, previous work from our lab showed extensive evidence for CIRTs using PCR cloning, in situ hybridization, and RNA sequencing leading to the hypothesis that CIRTs were prevalent across the transcriptome [13]. In addition, existing datasets such as EST databases show broad evidence of CIRTs that previously were not interpreted as cytoplasmic intronic sequences. Finally, accumulating literature suggests cytoplasmic presence of intronic sequences is an important part of the repertoire of post-transcriptional regulation [6,10,29,40,41]. Recent introduction of RNA sequencing has led to the realization that much greater proportion of the genome is transcribed [42] and that the transcriptome is much more diverse and complex than previous models. Many of the RNA sequencing datasets have shown high levels of intronic sequences (per. comm.). In fact, as shown above, existing EST datasets also show evidence of intronic sequences. Previously these sequences were interpreted as hnRNA but here we suggest that specific subsequences of introns are retained for post-transcriptional processes and that the extent of such intron retention is genome-wide.

If CIRTs play a role in post-transcriptional cell physiological processes, we hypothesize that non-random subsequences of introns are specifically retained rather than retaining any introns of a given gene. Many mammalian introns are extremely large and the median size of mouse and rat introns is ~1300 bp (standard deviation = ~18,000 bp). The contigs assembled from our RNA sequencing suggest typical CIRT size in the range of 350-400 bp, suggesting that the CIRT region of a transcript is processed in the nucleus to a specific subsequence. This size range data is supported by existence of a sharp second mode around 300 bp in intronic sequences from normal tissue RNA sample. In addition, when we find evidence of cytoplasmic intronic sequences for a given gene, typically the sequence evidence is present for only a specific intron rather than all of the gene’s introns. Finally, we found numerous examples of intron-intron junctions surrounding the CIRTs and carried out experiment validation for seven putative intron-intron junctions. We were able to show evidence of spliced product for five of these junctions. We note that our annotation of the intron-intron junctions were limited to known canonical and non-canonical splice signals and if we were to expand the definition to novel junction types, we may have considerably larger annotation of intron-intron processing. Thus from these data we hypothesize that at least some proportion of transcripts for many genes in the genome are alternatively processed during splicing to retain specific subsequences of intronic sequences. Recently, there have been other findings that also lead to the speculation of alternate splicing mechanisms giving rise to a diversity of transcripts not thought to exist previously. For instance, the detection of chimeric RNAs comprising of sequences from different genic boundaries, even those that are on different chromosomes, suggest the involvement of an alternate splicing machinery [3]. 

The functional roles of CIRTs are uncertain at this stage. In Buckley et al. [13], we demonstrated that CIRTs can contain sub-families of SINE elements from the ID family, which confers dendritic localization. Other known case studies suggest regulation of translation efficiency [40], alternate protein isoforms in response to external stimulus [41] and splice variant diversity [29]. We noted above that genes with high intronic sequence retention in neurons as well as BAT and cardiomyocyte cells tend to be enriched for processes involved in protein and mRNA transport and localization along with other cell type specific functions. Neurons and other cells in the CNS are arguably some of the most complex cell types and CIRTs may provide yet another level of regulation by which complexity of molecular physiology is generated. One speculative function of CIRTs is that they may carry functional subsequences that either play a role prior to translation (e.g., ID elements for localization) or play a role after cytoplasmic splicing and release from the coding transcript. We noted that some of our CIRTs overlap with Rfam annotated ncRNAs. Specifically, a large fraction of these ncRNAs were members of snRNAs that make up the major and minor spliceosome, 5S rRNAs, snoRNAs, miRNAs, and other small RNAs. Cytoplasmic splicing and release of these functional subsequences may provide signals related to translational processing of specific mRNA. 

In conclusion, we hypothesize that retention of subsequences of introns involves specific alternative splicing pathways and such sequence retention is wide spread for genes in the mammalian genome. We speculate that these CIRTs play a role in post-transcriptional regulation and possible RNA-based signaling after cytoplasmic processing. Overall, the presence of CIRTs increases the complexity of the transcriptome and CIRT modulation may present another pathway for epigenesis of cellular complexity and play a role in neuronal plasticity.

## Methods

### Culturing Conditions

Hippocampi were harvested from embryonic day 18 rat (Sprague-Dawley) and mouse (C57BL/6) pups and dispersed and plated at 100,000 cells per ml of neurobasal medium and B27 (Invitrogen). Neurons are grown in culture for 14 days on 12 mm round German Spiegelglas coverslips (Bellco) coated with poly-L lysine (Peptide Institute).

### mRNA Amplification

Independent samples of two sets of approximately 150-300 dendrites and 3 cell soma from primary rat hippocampal neurons and three sets of approximately 150-300 dendrites and 3 cell soma from mouse hippocampal neurons were harvested by mechanical isolation and used as template material for aRNA amplification (as described in [25]).

### Illumina Sequencing

Paired-end libraries were constructed from fragmented dendritic and soma aRNA material and sequenced by using Illumina II short-read technology. Paired-end libraries were also constructed for total RNA from whole hippocampus tissue and sequenced using Illumina II short-read technology. The read length is 50 bp. Reads were trimmed for adapter sequence and poly-A, poly-T and then aligned to the Rat (rn4) and Mouse (mm9) genome by using the RUM pipeline [26]. The RUM pipeline also reports *de novo* junctions. The number of reads in each library and alignment statistics are provided in Table S6. All sequence data for this project has been deposited at NCBI GEO database under accession number GSE49592.

### BAT and cardiomyocyte single cells

The BAT cells were collected in the lab of J. Eberwine [14]. Briefly, Animals Interscapular brown adipose tissue was isolated from E17.5 CD-1 mice and subjected to collagenase digestion, fractionated and isolated mature brown adipocytes plated on glass coverslips in 35-mm plates. The BAT cells identified using morphology and were harvested by mechanical isolation. 

The cardiomyocytes were collected in the lab of B. Kuhn. Briefly, embryonic cardiomyocytes were isolated from the ventricles of 14.5 day old of a hemizygous Fucci (Fluorescent Ubiquitination-based Cell Cycle Indicator) embryo [43]. The cardiomyocytes were disassociated using a modified protocol of the commercially available cardiomyocyte isolation kit (Neomyts kit, Cellutron Life Technologies). Freshly isolated cells were flow sorted on a FACSAria (Becton Dickenson Biosciences) instrument for fluorescence and viability. 

RNA from these single cells were collected, amplified and sequenced as described above.

### Animal Protocols

The collection of the primary cultured cells utilized animal by-products protocol, "Genome Biology of Single Neuron Funciton and its Modulation with Age" under University of Pennsylvania IACUC protocol #803321 (Sept. 22, 2010 approval). Animals were sacrified under University of Pennsylavania IACUC protocol #804867, "Molecular Biology of Single Aging Neurons and Glia" (May 15, 2013 renewal), but the sacrifice of the animals were independent of the work reported in this paper. The cardiomyocytes were collected under Harvard University IACUC protocol 12-05-2169R, "Mechanisms of myocardial regeneration" (approval 5/23/2012). All protocols were approved by University of Pennsylvania and Harvard Office of Regulatory Affairs and IACUC committee.

### Novel intron-intron junction validation

Primers were designed from the intronic region surrounding the putative intron-intron junction for which we had sequence evidence for cytoplasmic retention (Table S7). cDNA was generated from rat hippocampal mRNA isolated from dissected whole tissue. Additional cDNA was generated from a commercial source of rat hippocampal ss cDNA (Zyagen, San Diego, CA). Genomic DNA (gDNA) was extracted from rat hippocampal tissue from the same strain as the dendritic mRNA. The gDNA was isolated to a concentration of 82 ng/uL. 1 uL of the gDNA was used in each positive control PCR. PCR conditions were optimized for the highest specificity for each individual junction. The PCRs were run at the following conditions on cDNA with primers surrounding the putative intron-intron junction: NM_001100548, NM_001107789, NM_001106758, NM_017216, NM_001108997 and NM_001047860: 94 °C for 2 min (x1), then for 40 cycles; 94 °C for 30 sec; 59 °C for 1 min; 72 °C for 1 min. NM_001047925: 94 °C for 2 min (x1), then for 40 cycles; 94 °C for 30 sec; 57 °C for 1 min; 72 °C for 1 min. The PCRs were run at the following conditions on gDNA with primers surrounding the putative intron-intron junction: NM_001100548, NM_001107789, NM_001106758, NM_001108997 and NM_017216: 94 °C for 2 min (x1), then for 40 cycles; 94 °C for 30 sec; 59 °C for 1 min; 72 °C for 1 min. NM_001047860: 94 °C for 2 min (x1), then for 40 cycles; 94 °C for 30 sec; 61 °C for 1 min; 72 °C for 1 min. NM_001047925: 94 °C for 2 min (x1), then for 40 cycles; 94 °C for 30 sec; 57 °C for 1 min; 72 °C for 1 min. The PCRs were run at the following conditions on cDNA with junction-spanning primer: NM_001108997: 94 °C for 2 min (x1), then for 40 cycles; 94 °C for 30 sec; 57 °C for 1 min; 72 °C for 1 min. NM_001100548, NM_001107789 and NM_017216: 94 °C for 2 min (x1), then for 40 cycles; 94 °C for 30 sec; 59 °C for 1 min; 72 °C for 1 min. All PCR programs ended at 4 °C. The completed reactions were run on a 2% agarose & ethidium bromide (EtBr) gel at 115 volts and imaged with UV light. The completed reactions were run on a 2% agarose & ethidium bromide (EtBr) gel at 115 volts and imaged with UV light. 

### Background Intron Set

For every intron in the dendritic samples that showed evidence for cytoplasmic intron sequence retention, we selected another intron randomly such that it had a similar length and GC content (within a range of 5%) as well as an identical internal pA-tract length and belonged to a gene that had no cytoplasmic intron sequence retention. In this way we were able to construct a background intron set size matched with the set of retained introns for both mouse as well as rat. 

## Supporting Information

File S1 Figure S1, Fraction of CIRTs as a function of reads mapping to the retained intronic contigs. Figure S2, Fraction of retained introns/gene as a function of total number of intronic reads/gene. Figure S3, Fraction of intronic contigs falling within each one-third region of the introns. Figure S4. Visual representation of the reads mapping to randomly picked genes that give rise to putative CIRTs. Figure S5, Experimental validation by RT-PCR of seven putative intron-intron junctions from rat dendrites and soma. Table S1, Position of Rat and Mouse dendrites retained introns within the gene (for genes with at least 5 introns). Table S2, Retained introns in Rat and Mouse dendrites with internal pA-tract of varying lengths.
(DOC) Click here for additional data file.

Table S3 **List of novel intron-intron splice junctions.**
(XLS) Click here for additional data file.

Table S4 **Experimentally validated intron-intron splice junctions.**
(XLS) Click here for additional data file.

Table S5 **Gene ontology analysis results.**
(XLSX) Click here for additional data file.

Table S6 **Next generation sequencing alignment statistics.**
(XLS) Click here for additional data file.

Table S7 **List of primers used for experimental validations.**
(XLS) Click here for additional data file.

# Supplementary material for: Subcellular RNA Sequencing Reveals Broad Presence of Cytoplasmic Intron-Sequence Retaining Transcripts in Mouse and Rat Neurons
**Source:** PLoS One. 2013 Oct 3;8(10):e76194. doi: 10.1371/journal.pone.0076194
**Supplement:** File S1 — Figure S1, Fraction of CIRTs as a function of reads mapping to the retained intronic contigs. Figure S2, Fraction of retained introns/gene as a function of total number of intronic reads/gene. Figure S3, Fraction of intronic contigs falling within each one-third region of the introns. Figure S4. Visual representation of the reads mapping to randomly picked genes that give rise to putative CIRTs. Figure S5, Experimental validation by RT-PCR of seven putative intron-intron junctions from rat dendrites and soma. Table S1, Position of Rat and Mouse dendrites retained introns within the gene (for genes with at least 5 introns). Table S2, Retained introns in Rat and Mouse dendrites with internal pA-tract of varying lengths.

**Supplementary Text**

**Novel intron-intron junctions**

The average coverage for the novel intron-intron junctions that we observed to be present in the CIRTs was ~0.05 reads/bp which is about one tenth of the average coverage in the intronic contigs reported above. However, for ~40% of these junctions this low coverage is explained by reads not in support of the junction indicating that the intron-intron junction may be a minor variant form.

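In Table S3, the mean coverage of the junctions was 0.0519 in rat dendrites, 0.0490 in rat somas and 0.0343 in mouse somas, in the unit of the table.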

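Reads that do not show the junction were listed for 36.7% of the junctions in rat dendrites, 37.4% in rat somas and 45.5% in mouse somas.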

**Supplementary Figures**

**
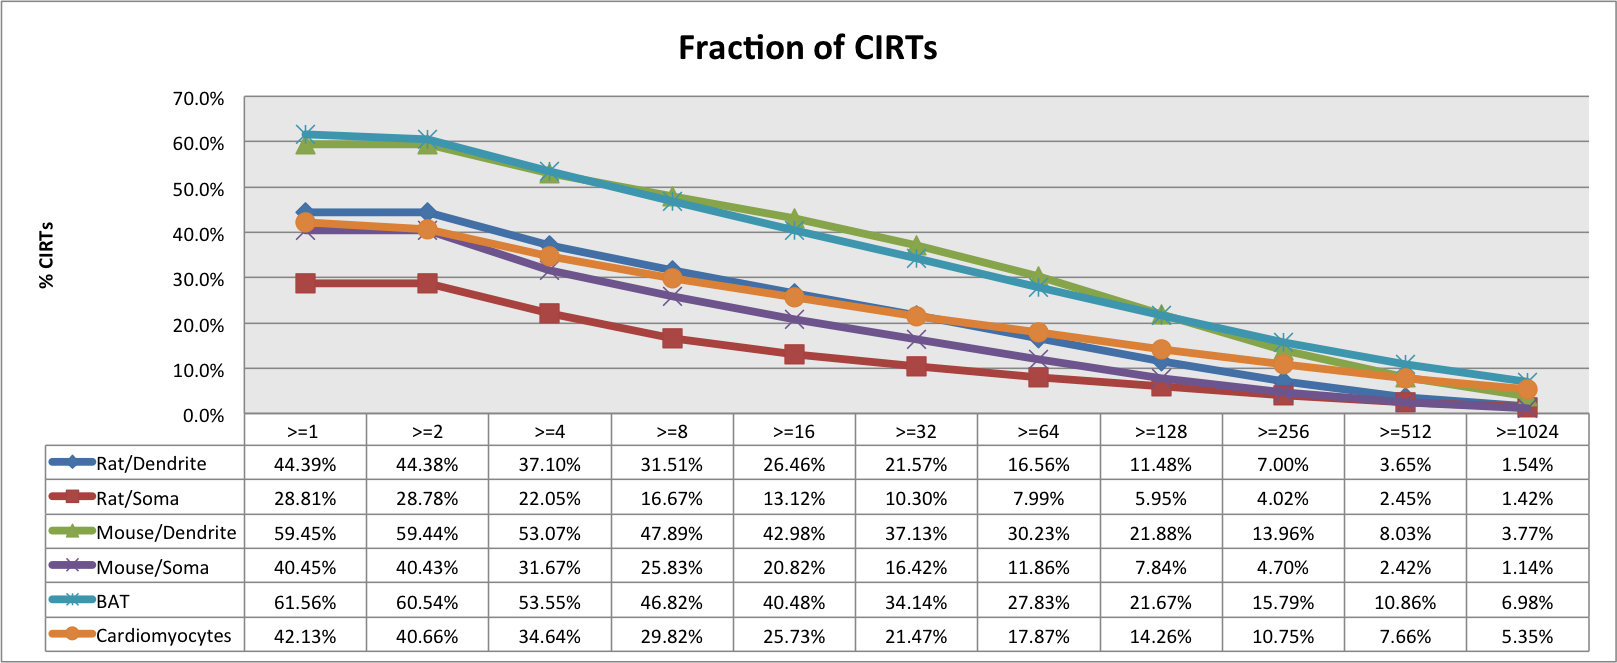
**

**Figure S1.** Fraction of CIRTs as a function of reads mapping to the retained intronic contigs

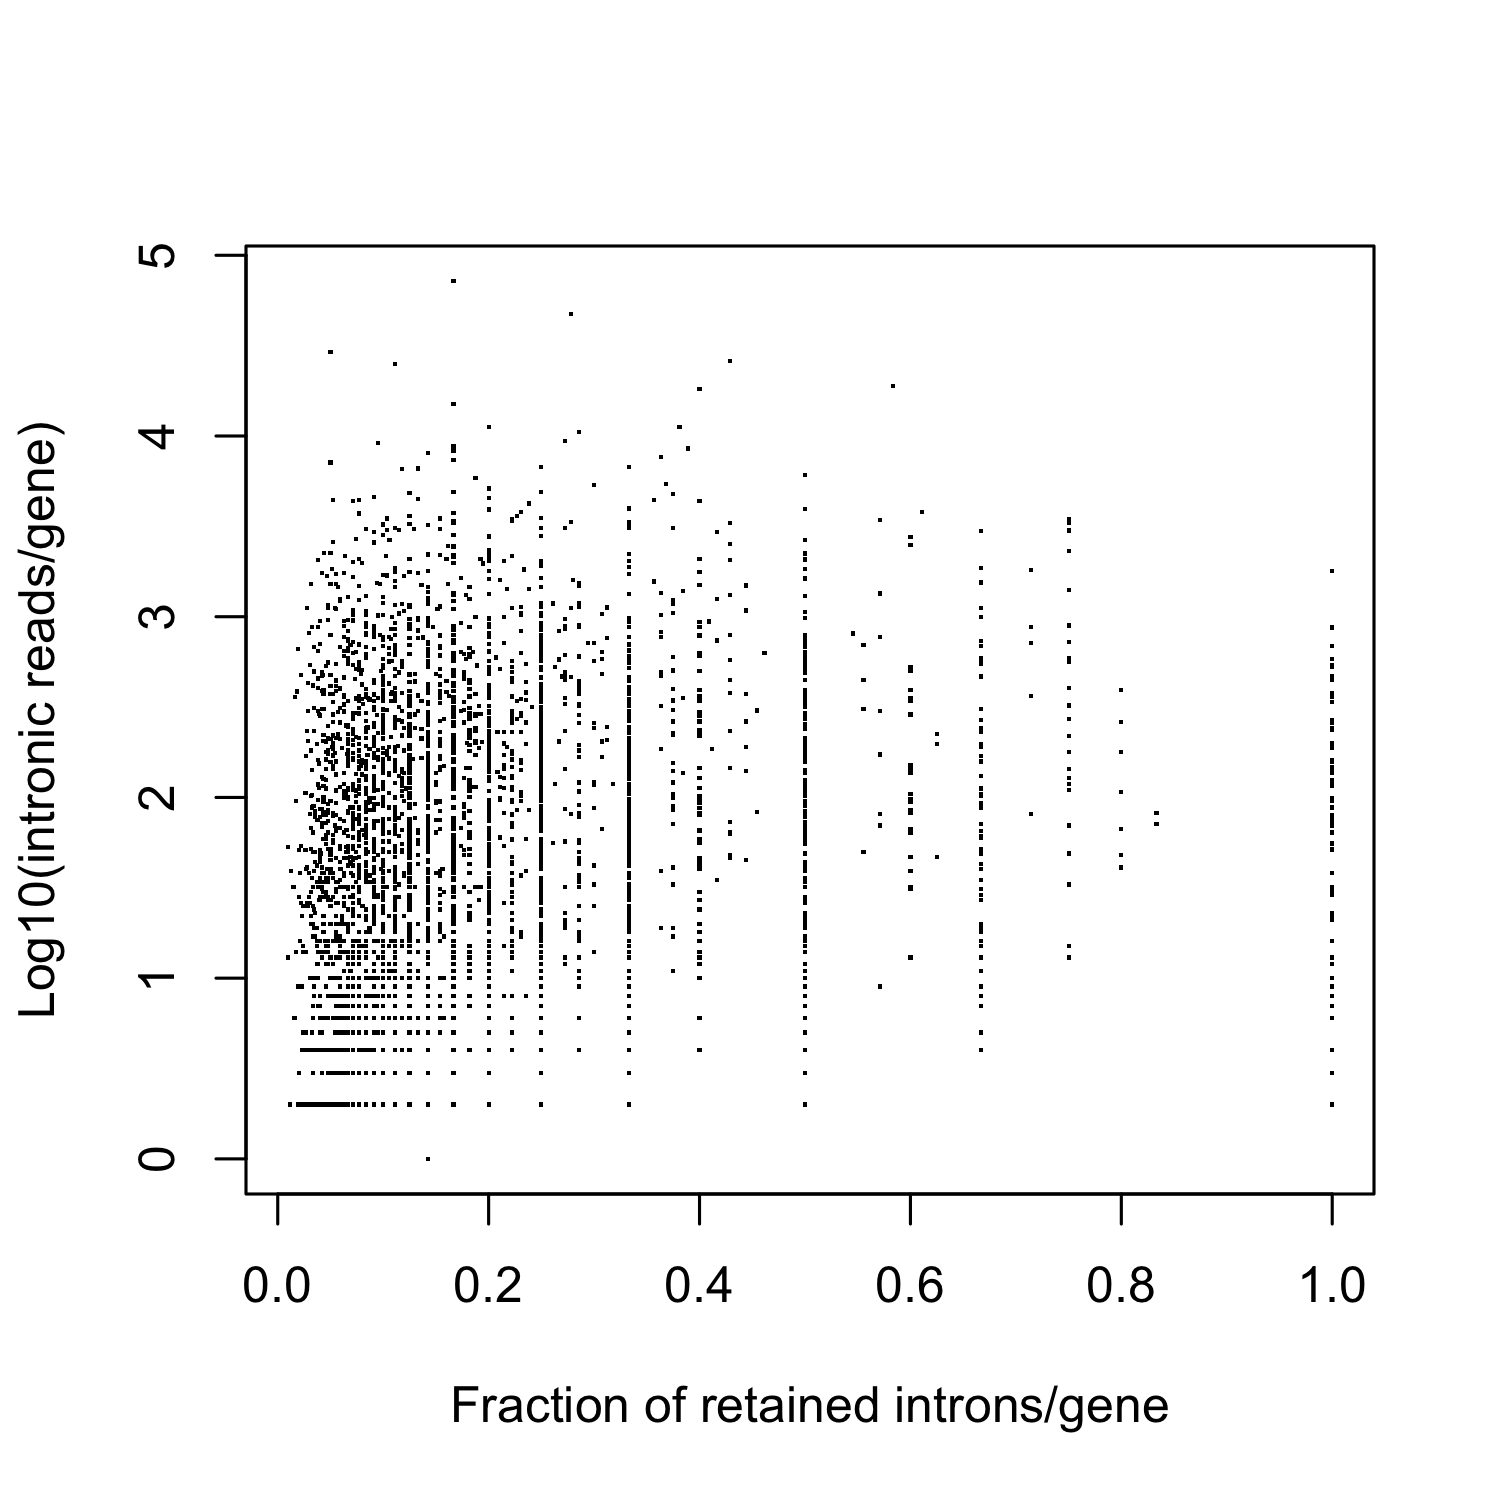

**Figure S2.** Fraction of retained introns/gene as a function of total number of intronic reads/gene

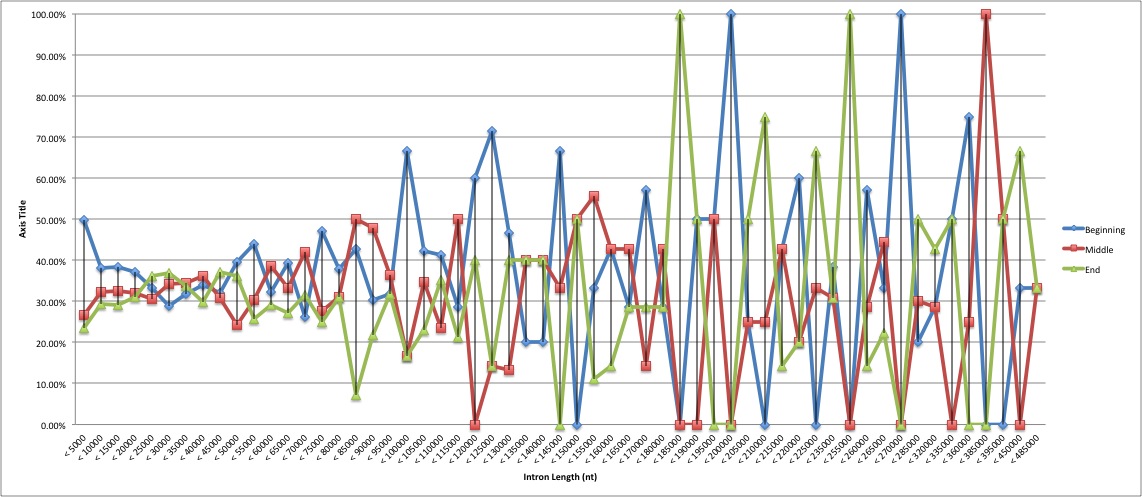

**Figure S3.** Fraction of intronic contigs falling within each one-third region of the introns

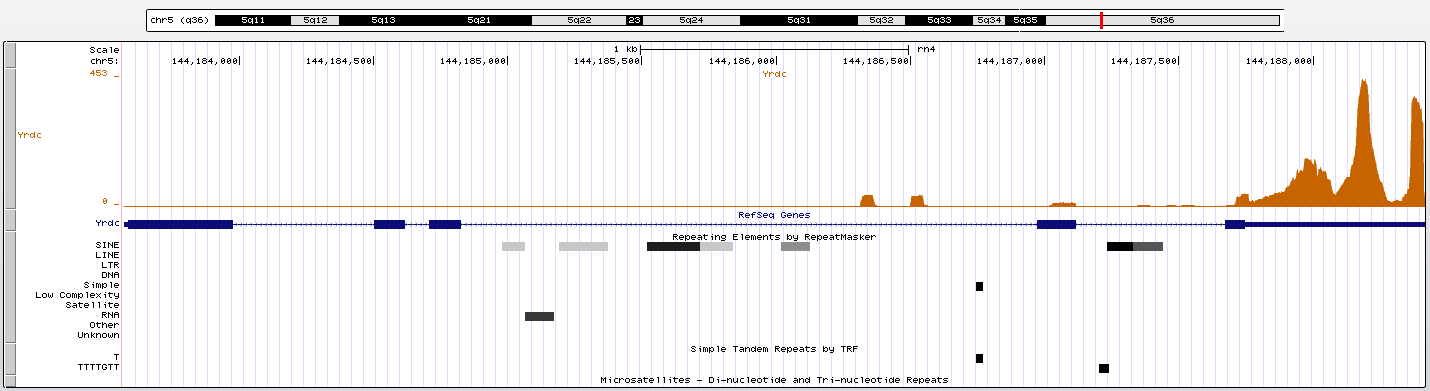

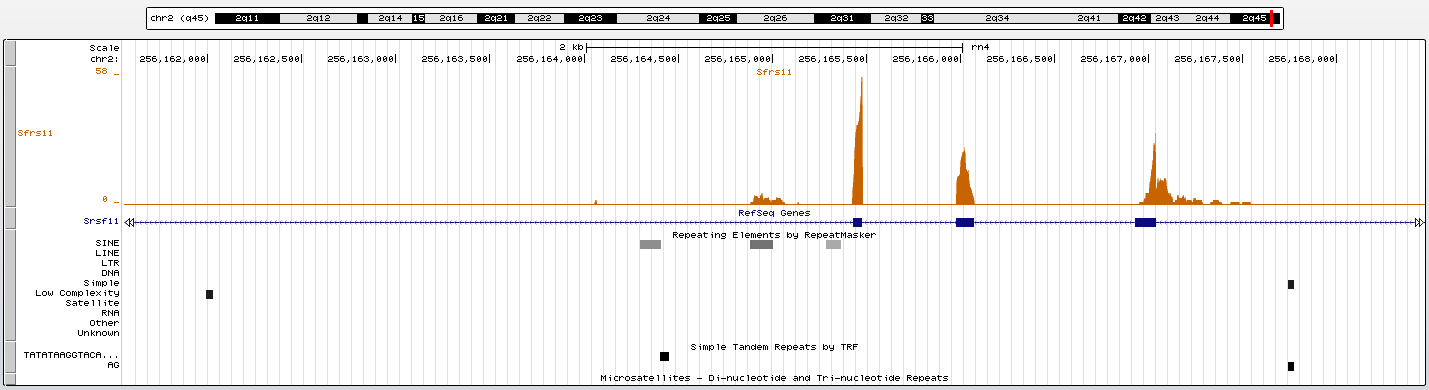

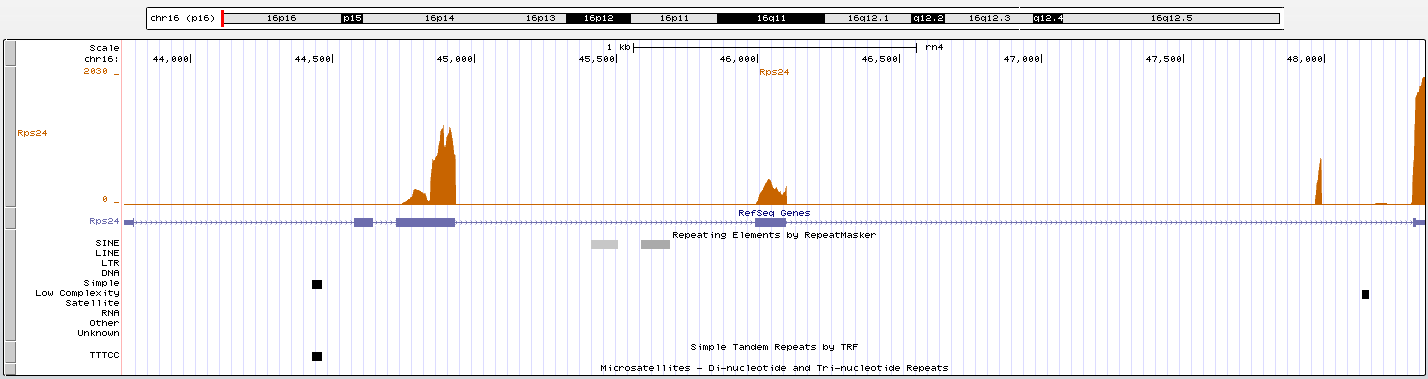

**Figure S4.** Visual representation of the reads mapping to randomly picked genes that give rise to putative CIRTs

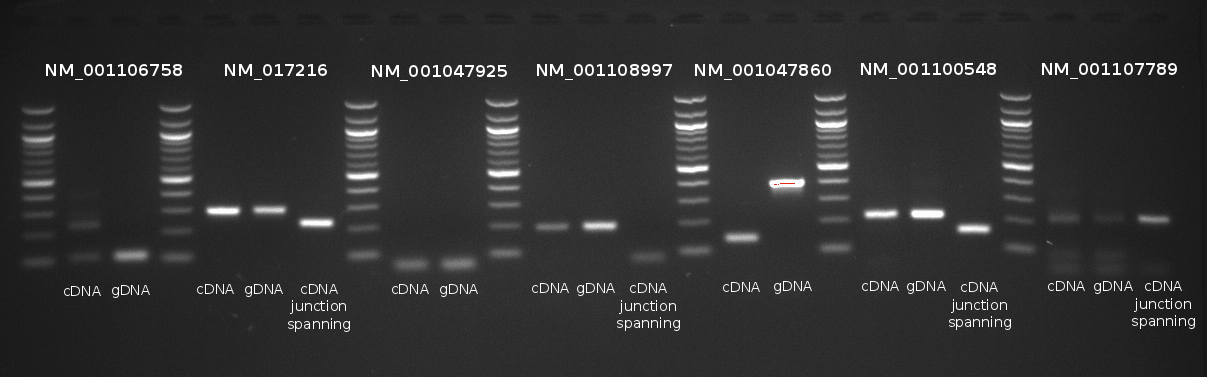

**Figure S5.** Experimental validation by RT-PCR of seven putative intron-intron junctions from rat dendrites and soma. The products in the lanes are as follows: Lane 2: NM_001106758 cDNA with primers designed from around the intron-intron junction; Lane 3: NM_001106758 gDNA with primers designed from around the intron-intron junction; Lane 5: NM_017216 cDNA with primers designed from around the intron-intron junction; Lane 6: NM_017216 gDNA with primers designed from around the intron-intron junction; Lane 7: NM_017216 cDNA with left primer designed to span the intron-intron junction; Lane 9: NM_001047925 cDNA with primers designed from around the intron-intron junction; Lane 10: NM_001047925 gDNA with primers designed from around the intron-intron junction; Lane 12: NM_001108997 cDNA with primers designed from around the intron-intron junction; Lane 13: NM_001108997 gDNA with primers designed from around the intron-intron junction; Lane 14: NM_001108997 cDNA with left primer designed to span the intron-intron junction; Lane 16: NM_001047860 cDNA with primers designed from around the intron-intron junction; Lane 17: NM_001047860 gDNA with primers designed from around the intron-intron junction; Lane 19: NM_001100548 cDNA with primers designed from around the intron-intron junction; Lane 20: NM_001100548 gDNA with primers designed from around the intron-intron junction; Lane 21: NM_001100548 cDNA with left primer designed to span the intron-intron junction; Lane 23: NM_001107789 cDNA with primers designed from around the intron-intron junction; Lane 24: NM_001107789 gDNA with primers designed from around the intron-intron junction; Lane 25: NM_001107789 cDNA with left primer designed to span the intron-intron junction

**Supplementary Tables**

**Table S1. Position of Rat and Mouse dendrites retained introns within the gene (for genes with at least 5 introns)**

|  | **# Introns** | **# Retained introns** | **# Retained introns from 5’ half** | **# Retained introns from 3’ half** |
| --- | --- | --- | --- | --- |
| **Rat** | 54,996 | 6,495 | 3,012 (46.4%) | 3,483 (53.6%) |
| **Mouse** | 118,147 | 17,946 | 9,527 (53.1%) | 8,419 (46.9%) |

**Table S2. Retained introns in Rat and Mouse dendrites with internal pA-tract of varying lengths**

|  | **#Retained introns** | **# Retained introns with internal pA tract** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **>= 11 bp** | **>= 10 bp** | **>= 9 bp** | **>= 8 bp** | **>= 7bp** | **>= 6bp** |
| **Rat** | 7,426 | 3,112 (41.9%) | 3,522 (47.4%) | 3,947 (53.2%) | 4,381 (58.9%) | 4,994 (67.3%) | 5,651 (76.1%) |
| **Mouse** | 19,477 | 7,779 (39.9%) | 9,188 (47.2%) | 10,637 (54.6%) | 12,200 (62.6%) | 14,449 (74.2%) | 16,492 (84.6%) |

How the deposited data were processed for this re-analysis (not part of the article)

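Intronic contigs were analysed in dendrites and somas of mouse and rat hippocampal neurons and in single mouse BAT cells and cardiomyocytes, in 6 lists that the authors made by pooling the libraries of a condition (3 mouse dendrite, 3 mouse soma, 2 rat dendrite, 3 rat soma, 6 BAT and 9 cardiomyocyte libraries by the sample labels, 26 in all). The authors amplified the RNA by the aRNA method, aligned the reads, kept uniquely mapped intronic reads, removed introns with predicted genes or poly(A) sites, and clustered the reads into contigs. The counts are the raw numbers of reads per intron as deposited by the authors, without normalization, and this was checked on the lists: every intron with several contigs carries 1 count. The paper counts fewer BAT cells and cardiomyocytes than the labels name.

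The lists were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, statistics were computed with scipy 1.17.1, sequences were read with pysam 0.24.0 and figures were drawn with matplotlib 3.10.9. Table S6 names RUM 2.0.3 for the alignment. Start positions were shifted by 1 to count from 1. Each RefSeq transcript was counted as listed and also joined into genes by symbol. All contigs were kept for dendrites, and contigs of at most 400 nt for somas, BAT cells and cardiomyocytes. The plan was to sum reads over the contigs of an intron, but since the count is repeated on each contig it was taken once. Introns of mouse transcripts were matched to the GENCODE annotation of NCBIM37. Rat introns without reads, their lengths and their sequence were not analysed here.

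Shares carry 95% Wilson intervals. Wilson intervals and the other intervals cover counting error only. Contig lengths were compared with an exponential by 1000 bootstrap samples, correlations and rank sums by 100000 permutations (smallest p 1e-05), and common introns, tracts and contig positions by 1000 random draws (smallest p 0.001), all with the seed 20131003. All tests were two-sided unless stated. Tracts had at least 10 bases and were searched within 300 nt of a contig. The tests were tried on simulated data: a difference was called in 2% of 50 sets with exponential lengths and in 5% of 20 sets without a shift in length, 10% of 20 sets without a relation between length and reads were called, and planted effects were called in 100% of the sets.

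Depth per library is known from Table S6 for the neuronal libraries only. Because the libraries are pooled in the lists, no library could be left out in turn, no value per library could be given, and no comparison between conditions has replicates. Contigs, introns and genes are the units of all tests and are not independent. The named genes are every gene that the paper names for these samples, the genes of Figure S4 and Table S4, and the 3 introns with the most reads in each list, a rule set before the data were examined. The alternatives were a series of read minimums from 2 reads upward, each double the one before, limits on contig length, other definitions of genes, introns and shares, joining distances of 1000 and 2000 nt, other reference points and other chance levels. Tissue data, EST comparisons, decay rates, GO terms and overlaps between single libraries were left out, since the lists do not hold what they need.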

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

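The first test on nuclear RNA in this part was set before the result was seen, and the second one, without introns that hold both kinds of contig, and the finer matching of read numbers were chosen only after it was seen.

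The paper's limit of 400 nt leaves out transcripts that are listed only through longer contigs. The paper reports the lengths of the soma contigs and the genes lost to the limit, and does not report on these transcripts themselves. They number 1022 in mouse somas, 883 in rat somas, 1204 in BAT cells and 1059 in cardiomyocytes. Control samples were not at hand.

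Of those transcripts in somas, 777 of 1022 in mouse (76.0%) and 520 of 883 in rat (58.9%) are also in the dendrite list of the species. Dendrites hold no nucleus, so soma introns with only contigs over the limit should be rarer in the dendrite list than introns within it if the long contigs are nuclear RNA. In the test set before, they were compared with all introns holding a contig within the limit, of which 774 in mouse and 292 in rat also hold a longer one. At the same read number, the odds of being in the dendrite list were 0.872 times as high in mouse (interval 0.794 to 0.959) and 0.812 times in rat (interval 0.709 to 0.931). Leaving out the introns with both kinds of contig turned this around in mouse, to 1.13 times (interval 1.02 to 1.24), and gave 1.03 times in rat (interval 0.890 to 1.197). The lower odds of the first test therefore come from the introns with both kinds of contig, and whether the long contigs are nuclear RNA cannot be told from these lists. Contigs over 400 nt made up 27.5% of the mouse and 32.0% of the rat dendrite contigs, against 32.7% and 37.9% in somas. Long contigs thus also occur without a nucleus, which does not settle the source of those in somas. In the second test, 50.3% of the long and 46.6% of the short introns of mouse with at least 256 reads were in the dendrite list (34.5% and 31.2% in rat). In introns with 1 to 3 reads the shares were 30.6% and 49.2% in mouse, and in the opposite direction in rat, 38.5% and 26.3%. The class of at least 256 reads has no upper end, and intron length was not matched.

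The other explanation considered is the read number, since contigs grow with reads. In mouse introns with 1 contig, soma contigs were longer than dendrite contigs by 24.8 nt without matching and by 24.8 nt within doublings of the read number (interval 19.0 to 30.6), which argues against read number as the cause there. In rat the difference was 43.2 nt without matching and 0.277 nt within doublings (interval -10.2 to 10.8). This average decides nothing, since it joins differences of opposite sign, such as -47.6 nt at 16 to 31 reads (interval -74.6 to -20.5) and 122 nt in the doubling with the most reads, which has no upper end (interval 30.0 to 213), and read number stays open in rat. The comparison set before the data were examined had 5 classes with an open class at 32 reads, and weighted over them left 26.2 nt in mouse and 20.9 nt in rat. It asked for longer soma contigs in every class. In mouse the difference was -1.15 nt in introns with 4 to 7 reads, and in rat it was -7.80 nt with 4 to 7 reads, -21.5 nt with 8 to 15 reads (interval -41.0 to -2.06) and -47.6 nt with 16 to 31 reads. The mouse soma libraries hold fewer reads in total than the dendrite libraries (50377888 against 60247546), so that a greater depth of the somas is not an explanation there. In rat the somas hold more (82048620 against 53759724), and depth stays open. Differences in cell compartment and library preparation stay open in both species, since each condition is 1 pooled list. For BAT cells and cardiomyocytes no comparison with a cytoplasmic sample was possible.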

How the results depend on the processing

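In this part, the comparison within doublings of the read number, both definitions of an open reading frame, the common introns without a length limit, the limit of under 400 nt, the reads summed over contigs, the limit of 400 nt for the junctions of somas and the reads of the highest intron were chosen only after the data were seen. All other alternatives were set before the data were examined. Counted here are the 194 alternatives for the conditions and pairs reported. Of these, 6 reversed a direction, 4 newly passed a threshold, and 98 of those set before and 8 of those added later moved a value. The others stayed on the same side, within 1.5 times a count, or within the interval of the reported share or mean. The cause of a change was not tested, except where a higher minimum or a tighter limit removes contigs by its construction. The read count is of the whole intron, so that a limit on contig length does not lower it.

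The number of transcripts with a retained intron fell with the minimum of reads. At 32 reads and at each of the 5 doublings of that minimum it was 5517, 4463, 3225, 2049, 1171 and 547 in mouse dendrites. In rat dendrites it was 2679 at 16 reads and then 2183, 1675, 1161, 708, 369 and 156. In mouse somas it was 3221 at 8 reads, 2600 at 16 reads and then 2044, 1474, 969, 577, 297 and 141. In rat somas it was 1465 at 8 reads, 1153 at 16 reads and then 906, 703, 523, 354, 215 and 124. In BAT cells it was 6171 at 16 reads and then 5187, 4219, 3287, 2387, 1634 and 1048. In cardiomyocytes it was 3266 at 16 reads and then 2721, 2265, 1808, 1367, 969 and 677.

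With contigs of at most 400 nt, the share of genes was 52.2% in mouse and 35.4% in rat dendrites, the transcripts with at least 256 reads in 1 intron were 1255 and 275, and the retained introns of mouse dendrites were 13.5% of introns. Without a limit, the share of genes was 48.3% in mouse and 38.8% in rat somas, the retained introns of rat somas were 5315, those of mouse somas were 11.9% of introns, and the transcripts with at least 256 reads were 4203 in BAT cells and 2750 in cardiomyocytes. With contigs under 400 nt, mouse somas had 7660 and rat somas 3499 retained introns, each equal to the paper's value. BAT cells then had 2341 genes with at least 256 reads in 1 intron, also equal to the paper's value. Cardiomyocytes had 1334 such genes, which still differs from the paper's 1326. Joining introns or contigs by genomic position moved nothing, since the lists hold no position more than once, and so says nothing about stability.

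The share of introns with 1 contig was 82.7% in mouse and 91.4% in rat dendrites with contigs within 1000 nt joined, 86.1% and 93.4% within 2000 nt, and 75.5% and 86.7% with at least 4 reads. The mean contig length with at least 4 reads was 376 nt in mouse dendrites, 400.2 nt in rat dendrites, 428 nt in mouse somas and 454 nt in rat somas, with at least 32 reads 422, 486, 506 and 561 nt, and the medians were 256, 278, 277 and 303 nt. Without contigs near an intron end the mean was 358 nt in mouse dendrites and 406 nt in mouse somas. The median read density over all contigs of an intron was 3.32 in mouse and 2.53 in rat dendrites.

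The difference in contig length between somas and dendrites depends most on the setting. In mouse it was 0.619 nt for contigs of at most 400 nt, 6.30 nt with 2 to 3 reads, -1.15 nt with 4 to 7 reads, 15.5 nt with 8 to 15 reads, 9.39 nt with 16 to 31 reads, 56.5 nt with at least 32 reads and 24.8 nt within doublings. In rat it was -2.50 nt for contigs of at most 400 nt, and by the same classes 2.03, -7.80, -21.5, -47.6 and 64.3 nt, and 0.277 nt within doublings. The rank-sum test kept its direction in both species.

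The excess of contigs in the first part of mouse introns over the last did not pass the threshold in the setting reported. It was -0.908 points in introns up to 5000 nt. It passed the threshold in introns of 5000 to 20000 nt (1.91 points), in longer introns (2.71 points) and without contigs near an intron end (1.48 points). With the contig's start in place of its midpoint the difference was 12.4 points, but random placement by the start also gives 38.7% in the first and 25.9% in the last part, so that this setting says nothing about an excess. The statistic of this result and its test were changed after the data were seen, from the share in the first part to the difference between the first and the last. The excess on the 5′ side of transcripts, the distance from an exponential and the relations with read number kept their direction and side of the threshold under every alternative run.

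The genes shared over the smaller list were 80.5% for mouse somas and BAT cells, 54.6% for mouse somas and cardiomyocytes and 82.3% for BAT cells and cardiomyocytes. In the same order of pairs, the genes shared were 22.3%, 20.7% and 28.4% with at least 32 reads, and 46.0%, 44.0% and 49.5% without a length limit. The shared genes with a common intron were 60.4%, 51.6% and 66.7%, and the common introns without a length limit 25.3%, 26.4% and 31.6%. With at least 32 reads the common introns of mouse somas and cardiomyocytes were 21.1%. The common introns stayed above chance in all 3 pairs when drawn in proportion to length. With frames from ATG to a stop codon, 87.1% of mouse dendrite contigs had a longest frame under 60 amino acids. With a contig required within 500 nt, 19.2% of the junctions in rat dendrites and 21.3% of those in mouse somas lay near one, and with contigs of at most 400 nt, 11.0% of those in rat somas and 11.0% of those in mouse somas lay in an intron with one.

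Not run were the alternatives that leave out a library, the largest single contig as the reads of an intron, the genes with the same intron in all samples and the alternatives on positions in rat introns, since the pooled lists and the reference at hand do not hold what they need. Depth limits the low read classes, where an intron has 1 or 2 reads.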

Differences from the paper's values

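In this part, both definitions of a reading frame and the difference between the first and the last part of an intron were chosen only after the data were seen, and the other settings were set before the data were examined.

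The paper's running text gives 44% of rat genes with CIRTs in somas, and the lists gave 28.8%, which is also the value in the paper's Table 1. Without the length limit the share was 38.8%, within 1.5 times the paper's value.

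The paper's median read density in mouse dendrites is 7 reads per 50 bp, and the lists gave 2.78. With all contigs of an intron together it was 3.32, which still differs. The paper's maximum in rat dendrites is 950 reads per 50 bp, and the lists gave 1453 under both settings. The paper gives its densities for the intronic regions of genes, and those of the lists are per intron, so the units may differ.

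The paper's text gives more than 75% of contigs with an open reading frame under 60 amino acids. Frames without a stop codon, the definition computed first, gave 46.9% in mouse dendrites. Frames from ATG to a stop codon, added after the values were seen, gave 87.1%, which does not differ by the same measure. The paper's text does not say which definition it used, and neither was part of the alternatives set before the data were examined.

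For Mlh3 the paper states that in mouse somas the reads came from a single intron. The full list also holds intron 2, with 741 reads in a contig of 454 nt, above the paper's limit. For cardiomyocytes the paper states reads in intron 5 of Mlh3, and the list held no contig in this gene. The paper describes contigs as more frequent in the first of 3 parts of introns up to 20000 nt and without a trend beyond. In mouse dendrites the first part exceeded the last by 1.91 points in introns of 5000 to 20000 nt and by 2.71 points in longer introns, and the difference was -0.908 points in introns up to 5000 nt. In those shorter introns both outer parts exceeded random placement, with 31.3% against 28.1% in the first and 32.2% against 28.0% in the last.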

Other observations

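In this part, the tests on drawing introns by length or with equal chance, on the retention rate of length classes, on tracts beside contigs, on the junctions and on contigs with 1 read were chosen only after the result was seen. The tests on tracts inside introns, on the 5′ side in proportion to length, on common introns and on overlapping contigs were set beforehand. No biological explanation was tested for the patterns below unless named.

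Longer introns were retained more often in mouse dendrites. Among 3459 transcripts with at least 5 introns and 1 of them retained, it was the longest in 25.3% (interval 23.9 to 26.8). Drawing the intron with equal chance gave 10.8%, and drawing it in proportion to length gave 38.7%, so that neither a choice independent of length nor one in proportion to it accounts for the share. Drawing it with the retention odds of 20 length classes gave 25.6%, within the interval, so that the retention rate of each length class may account for it. These odds come from the same list. The same draw gave 19.6% against 20.1% in somas, and was below the observed share in BAT cells (19.5% against 22.9%) and cardiomyocytes (16.2% against 18.3%). Within classes of length, introns with a tract of at least 10 adenines had 1.65 times the odds of retention (interval 1.59 to 1.71), and priming at such tracts may contribute. Tracts of thymines gave 1.82 times the odds, so that tracts on the gene's strand are not singled out, and length differences within classes stay open.

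Retained introns lay more often on the 5′ side in mouse dendrites. Drawing introns in proportion to length gave 61.9%, more than the 58.1% observed. Drawing with the retention odds of 20 length classes gave 57.5% (interval 57.0 to 58.2), close to the observed share. In transcripts with at least 10 introns the observed 57.9% lay above the same draw (57.0%, interval 56.2 to 57.7), so that the retention rate of each length class may account for most of the 5′ excess, and whether it accounts for all of it stays open. For this test the verdict was changed after the values were seen, from a one-sided rule to the interval of the draws. In the other mouse lists the observed shares lay below the same draw, with 54.3% against 57.8% in somas, 54.1% against 55.9% in BAT cells and 51.2% against 55.9% in cardiomyocytes, so that length classes do not account for the positions there.

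Tracts of adenines were 1.99 times as frequent downstream of mouse dendrite contigs as at random positions, and the ratio was 3.63 in mouse somas, 2.25 in BAT cells and 2.62 in cardiomyocytes. A candidate explanation is priming of the poly(T) primer at tracts inside introns on the gene's strand. Tracts of thymines upstream were 2.01 times as frequent in dendrites, 2.24 in somas, 1.85 in BAT cells and 1.64 in cardiomyocytes. Sequence rich in thymines around contigs is argued against by the ratio downstream, 0.769 in dendrites. Priming on the strand opposite to the gene may give the upstream tracts, and whether that strand was antisense RNA or DNA was not tested. The paper's reads were trimmed of poly-A and poly-T before alignment. Whether this trimming sets where contigs end beside tracts was not tested, and it stays open for tracts of both bases. Most contigs have no such tract beside them.

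The same introns were retained in different cell types more often than chance gives. For mouse somas and BAT cells, introns drawn in proportion to length would be common in 18.2% of cases, below the 20.9% observed, and the observed shares exceeded this draw in the other 2 pairs of whole-cell lists as well (20.5% against 17.2% and 24.9% against 20.5%).

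Contigs of different cell types overlapped in position. For mouse somas and BAT cells, 27.1% of the soma contigs in common introns were overlapped, against 15.6% after random placement in the intron. Leaving out contigs that touch an annotated exon still gave 24.1%, which argues against exons of other transcripts as the whole cause. Contigs with a tract beside them had 1.41 times the odds of being overlapped within classes of intron length (interval 1.17 to 1.70), and priming at the same tracts may contribute. The odds ratio was 1.36 for BAT cells and cardiomyocytes (interval 1.14 to 1.62) and 1.16 for mouse somas and cardiomyocytes, where the interval of 0.892 to 1.52 includes no difference. Without classes of length, 29.1% of contigs with a tract and 26.3% of those without were overlapped for mouse somas and BAT cells. The shares were 28.6% and 30.8% for BAT cells and cardiomyocytes, and 31.2% and 33.8% for mouse somas and cardiomyocytes. In both pairs with cardiomyocytes the direction thus depends on the matching by intron length. Sequence that aligns easily in all cell types and shared biology stay open.

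The junctions of Table S3 in mouse somas were compared with the genome, except for 8 on sequences not in the reference. The table does not say from where its positions count. Counting from 0, 439 of the 1004 junctions carry GT-AG, GC-AG or AT-AC signals, and no shift of an end by up to 3 nt gave more than 131, so that this offset was used. The other 565 carry none of these signals. The paper kept junctions with canonical or known non-canonical splice signals, so these may carry other signals, and their strand was not examined. Of the 439, 46.9% carried them on the gene's strand (interval 42.3 to 51.6, binomial test, two-sided, p = 0.215). Since repeated bases leave the exact position open, all positions with the same joined sequence were also searched, and 46.6% of the junctions with signals on only 1 strand had them on the gene's strand (interval 42.0 to 51.3). Both values argue against splicing of the gene's own transcript as the source of the junctions with these signals as a set. None of the 1004 junctions is an annotated intron, which says little, since the paper looked for junctions that differ from annotated splicing. The bases on both sides of a junction were repeated over 4.59 nt on average against 0.944 nt at nearby pairs of positions with the same signals, a difference of 3.64 nt (interval 3.41 to 3.89). Junctions formed between repeats, in the amplification or in the alignment, are a candidate explanation. Deletions in the genome of the animals and antisense transcripts stay open.

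In BAT cells, 0.907% of the 551 introns with 1 read had contigs of at most 50 nt, and the median was 99 nt. The paper's methods give a read length of 50 bp from paired-end libraries and the same sequencing for these cells. Reads of more than 50 nt may explain the lengths, as may a pair of reads counted once, and the longest such contig of 118 nt does not decide between them.

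The fraction of retained introns per transcript rose with the reads of the transcript in mouse dendrites (8820 transcripts, Spearman's rho 0.259, permutation test, two-sided, p = 1e-05, the smallest it can give). Given the number of introns the partial rho was 0.516, and with the reads of the highest intron alone, chosen after the data were seen, rho was 0.229. The reads of a transcript are the sum over its retained introns and so rise with their number by construction, and the highest intron also tends to, so that none of these values shows a relation with expression. Transcripts are not independent replicates. For Kcnma1 (NM_010610) in mouse dendrites, contigs on chromosome 14 from 24263411 to 24269438 carried 1163 reads and contigs from 24273425 to 24280050 carried 398 reads. The list numbers these introns differently from the matched annotation. Il1b was in none of the 6 lists.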
